# Overexpression of *Brassica napus COMT1* in *Arabidopsis* heightens UV-B-mediated resistance to *Plutella xylostella* herbivory

**DOI:** 10.1007/s43630-023-00455-9

**Published:** 2023-07-28

**Authors:** Kirsty J. McInnes, Justin J. J. van der Hooft, Ashutosh Sharma, Pawel Herzyk, Penny A. C. Hundleby, Henk-Jan Schoonbeek, Anna Amtmann, Christopher Ridout, Gareth I. Jenkins

**Keywords:** Arabidopsis, *Brassica napus*, *COMT1*, *Plutella xylostella*, UV-B

## Abstract

UV-B radiation regulates numerous morphogenic, biochemical and physiological responses in plants, and can stimulate some responses typically associated with other abiotic and biotic stimuli, including invertebrate herbivory. Removal of UV-B from the growing environment of various plant species has been found to increase their susceptibility to consumption by invertebrate pests, however, to date, little research has been conducted to investigate the effects of UV-B on crop susceptibility to field pests. Here, we report findings from a multi-omic and genetic-based study investigating the mechanisms of UV-B-stimulated resistance of the crop, *Brassica napus* (oilseed rape), to herbivory from an economically important lepidopteran specialist of the *Brassicaceae*, *Plutella xylostella* (diamondback moth). The UV-B photoreceptor, UV RESISTANCE LOCUS 8 (UVR8), was not found to mediate resistance to this pest. RNA-Seq and untargeted metabolomics identified components of the sinapate/lignin biosynthetic pathway that were similarly regulated by UV-B and herbivory. Arabidopsis mutants in genes encoding two enzymes in the sinapate/lignin biosynthetic pathway, CAFFEATE O-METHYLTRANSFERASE 1 (COMT1) and ELICITOR-ACTIVATED GENE 3–2 (ELI3-2), retained UV-B-mediated resistance to *P. xylostella* herbivory. However, the overexpression of *B. napus COMT1* in *Arabidopsis* further reduced plant susceptibility to *P. xylostella* herbivory in a UV-B-dependent manner. These findings demonstrate that overexpression of a component of the sinapate/lignin biosynthetic pathway in a member of the *Brassicaceae* can enhance UV-B-stimulated resistance to herbivory from *P. xylostella.*

**Graphical abstract:**

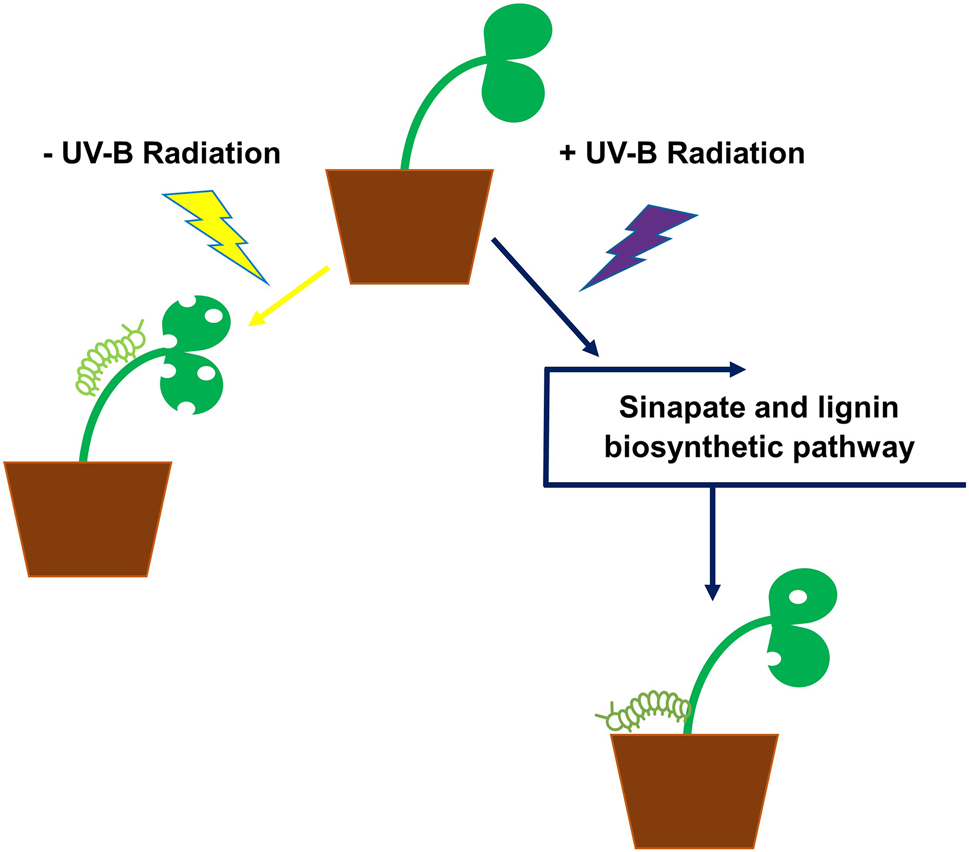

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s43630-023-00455-9.

## Introduction

Plants use solar UV-B radiation (280–315 nm) as an environmental cue to bring about a range of developmental and biochemical changes. Many of these responses, including a decreased rate of hypocotyl elongation and primary root growth [1–4], activation of DNA-damage repair mechanisms and reactive oxygen species (ROS) scavengers [5, 6], accumulation of UV-reflecting epicuticular wax layers and UV-absorbing phenolic compounds in the epidermis [7, 8], are regulated by the UV-B photoreceptor, UV RESISTANCE LOCUS 8 (UVR8) [9, 10]. Previous research has demonstrated that UV-B signalling can integrate with other biological pathways initiated by different environmental stimuli, including the wound-response pathway activated upon detection of invertebrate pests. Bioassay experiments examining invertebrate feeding and egg-laying (oviposition) preferences found that prior exposure of plants to UV-B reduced susceptibility to herbivory from various leaf chewing and phloem feeding invertebrate pests in a range of species, including Nicotiana [11, 12], tomato [13], beech trees [14], soybean [15] and members of the Brassicaceae family [16–18]. The use of transgenic lines in bioassays revealed the importance of the wound-response phytohormone, Jasmonic Acid (JA), in regulating UV-B-mediated plant resistance to pests, with the Arabidopsis *jasmonate resistant1-1* (*jar1-1*) mutant impaired in the biosynthesis of the biologically active jasmonyl-isoleucine (JA-Ile) conjugate [17] and the *Nicotiana attenuata* antisense *LOX3* (*as-lox*) mutant defective in JA biosynthesis [19] appearing equally susceptible to herbivory from *Plutella xylostella* and thrips, respectively, following exposure to – UV-B or + UV-B growing conditions. Bioassays with the Arabidopsis *uvr8-2* null mutant, however, have suggested no obvious role for UVR8 in mediating resistance to the leaf chewing insect, *Spodoptera litura* [20]*,* with mutants found to remain less susceptible to herbivory following a period of UV-B irradiation in a manner similar to that observed for the wild-type progenitor line.

A small number of studies have sought to better understand the molecular mechanisms underpinning UV-B-mediated resistance to invertebrates through targeted approaches. A *N. longiflora* microarray found that approximately 20% of wound-responsive genes were differentially regulated by UV-B radiation, including those associated with the biosynthesis of JA [12]. Targeted metabolomic studies in Arabidopsis [21], Nicotiana [11] and broccoli [16] identified a selection of phenylpropanoid compounds and glucosinolates regulated by both UV-B and invertebrates, including chlorogenic acid (CGA), flavonoids [11] and aliphatic glucosinolates [16]. These targeted studies have provided invaluable insight into some of the components required for this response, however, it is possible that other molecular components required for UV-B-mediated resistance of plants to pests are yet to be identified through an untargeted approach.

To date, the majority of studies investigating UV-B-mediated resistance of plants to invertebrates have focussed on plant model organisms. As such, little is known about the physiological and molecular impacts that UV-B has on the resistance of crops to their main pests. A better understanding of the genetic regulators of UV-B-mediated crop resistance to pests could not only broaden our fundamental understanding of the overlaps between different signalling pathways in plants, but could also indicate possible genetic targets for inclusion in future crop breeding programmes to improve plant performance with reduced dependency on synthetic pesticides.

The present study aims to identify signalling pathways in the commercially important crop, *Brassica napus,* that are commonly regulated by UV-B radiation and a specialist lepidopteran pest of the *Brassicaceae*, *P. xylostella.* Comparative transcriptomics and metabolomics were employed for this purpose, whilst invertebrate feeding bioassays were conducted using Arabidopsis and *B. napus* transgenic lines to determine whether components of the phenylpropanoid-, UVR8- and JA-signalling pathways have a role in promoting UV-B-mediated resistance to *P. xylostella.* Furthermore, Arabidopsis transgenic lines overexpressing an enzyme of the *B. napus* lignin and sinapate biosynthetic pathway were generated to study the possibility of enhancing UV-B-mediated resistance to this pest.

## Materials and methods

### Plant material

Seeds of the *B. napus* RV31 (Westar derivative) accession, which is routinely employed for genetic transformation studies [22], were obtained from the John Innes Centre, Norwich. *Arabidopsis thaliana* Landsberg *erecta* (L*er*) and Columbia (Col-0) wild-type seeds were from laboratory stocks maintained at the University of Glasgow. The *uvr8-1* [9] and *35S*pro:GFP-UVR8 overexpressing line (M. Heilmann and G.I. Jenkins, unpublished) were in the Landsberg *erecta* (L*er*) background; scanning of Western blots indicated that the level of UVR8 overexpression was approximately 25-fold in this overexpressing line. The homozygous *comt1* (SALK_135290C) and *eli3-2* (SALK_206866C) T-DNA-insertion lines in the Columbia-0 (Col-0) background and the ethylmethane sulfonate (EMS) *jar1-1* mutant (N8072) in the Col-0 background were purchased from the European Arabidopsis Stock Centre (NASC, Nottingham, UK). T-DNA mutants were genotyped via RT-PCR using two combinations of primers (sequences can be found in SI 1): one set to target genomic DNA (primers LP and RP), the second set comprising a gene-specific primer (RP) and a T-DNA-specific primer (LBb1.3). PCR products were run on 0.8% (w/v) agarose gels with 1:10,000 dilution of SYBR® Safe DNA gel stain (Invitrogen) in TAE buffer (40 mM Tris–HCl, 1 mM EDTA) at 100 V (SI 2).

To generate *B. napus* transgenic lines overexpressing BnUVR8, cDNA of the *B. napus* BnaA06g22980D coding sequence was cloned into the pBRACT114 vector under the control of a Cauliflower Mosaic Virus (CaMV) *35S* promoter sequence (www.BRACT.org 23]). The construct was introduced into *Agrobacterium tumefaciens* (gv3101) prior to transformation of *B. napus* using the method described by Hundleby and Irwin [24] with the following modifications: BAP levels were raised from 2 mg/l to 4 mg/l and timentin was replaced with Augmentin at 600 mg/l for the first selection stage, reducing to 300 mg/l after 2 weeks and subsequently. Transformants containing single T-DNA insertions were used to produce homozygous T3 lines. Scanning of Western blots indicated that the BnUVR8 protein was overexpressed approximately fivefold when compared with non-transgenic RV31.

Transgenic lines of Arabidopsis overexpressing the *B. napus* orthologue of *COMT1* were generated in the Col-0 background. The *B. rapa* orthologue of *COMT1* (Bra029041) enabled primer design for amplification of the full-length *B. napus* orthologue (primer sequences can be found in SI 1). cDNA of the *B. napus* orthologue was cloned into the pGWB15 binary vector possessing the CaMV *35S* promoter and an N-terminal 3xHA tag [25]. Constructs were cloned in *E. coli* TOP10 cells and introduced into *Agrobacterium* (gv3101). *Arabidopsis* plants were transformed using the floral dip method as previously described [26]. Seeds from primary transformants were selected on ½ Murashige and Skoog (MS) salts (2.15 g/L) plates containing 0.8% agar (pH 5.7) and 75 µg/ml kanamycin. Transformants containing single T-DNA insertions were used to produce homozygous T3 lines.

### P. xylostella

Larvae of *P. xylostella* were a kind gift from the Entomology Department at the John Innes Centre (Norwich). *P. xylostella* were reared at 22 °C under white light conditions in a 16 h: 8 h light: dark cycle. Invertebrates were maintained on a diet of Chinese cabbage (var. Apex) in mesh-covered cages (40 × 40 × 60cm).

### Plant growth conditions

*B. napus* and Arabidopsis seeds were sown individually on compost and stratified at 4 °C in the dark for 4 days before transferring to controlled environment cabinets, where they were germinated and grown under 70 µmol m^−2^ s^−1^ white light (warm white fluorescent L36W/30 tubes; Osram, Munich, Germany) at 20 °C. Plants were grown under continuous white light to minimise the influence of circadian rhythm on transcriptional regulation. White light fluence rates were measured using a LI-250A light meter attached to a LI-190 quantum sensor (LI-COR, Lincoln, NE, USA).

### UV-B light sources

Two UV-B light sources were used during this project: narrowband UV-B (Philips TL20W/01RS; Philips, Aachen, Germany) and broadband UV-B (UVB-313; Q-Panel Company, USA). Broadband tubes were covered with a cellulose diacetate filter (Cat. No FLM400110/2925, West Design Products, London, UK) to remove short wavelength radiation below approximately 290 nm. Cellulose diacetate was replaced every 24 h. As the narrowband tubes did not emit these short wavelengths, they were not covered in cellulose diacetate. UV-B fluence rates were measured using a Spectro Sense 2 SKL904 meter and a UV-B sensor, SKU 430/SS2 (Skye Instruments, Powys, UK). Specific details of the UV-B treatments used for different experiments can be found in the relevant sections on Experimental Design.

### Experimental design—invertebrate choice chamber bioassays

#### Plant light treatments

*B. napus* and Arabidopsis seeds were sown in individual pots and grown for 14 days under 70 µmol m^−2^ s^−1^ constant white light at 20 °C. Plants were subsequently divided into two groups: A ‘control’ group that was maintained under 70 µmol m^−2^ s^−1^ continuous white light with no exposure to UV-B radiation for 7 days (from here on referred to as ‘-UV-B’), and a treatment group exposed to 70 µmol m^−2^ s^−1^ continuous white light supplemented with 3 µmol m^−2^ s ^−1^ broadband UV-B for 7 days (‘ + UV-B’). As the UV-B-sensitive *uvr8-1* mutant displayed stunted growth and excessive necrosis following a 7-day irradiation period under 3 µmol m^−2^ s ^−1^ broadband UV-B, a shorter duration of 4 days under 1.5 µmol m^−2^ s^−1^ narrowband UV-B was used to treat L*er,* 35S::GFP-UVR8 and *uvr8-1* genotypes for the experiment described in Sect. 3.2. This treatment duration still affected growth of *urv8-1* plants, however, the degree of necrosis was minimal.

#### Invertebrate bioassay design

Bioassays took place in an environmental cabinet set at 22 °C. To ensure that invertebrate feeding preferences were not directly influenced by UV-B-radiation, bioassays were run under white light-only conditions (70 µmol m^−2^ s^−1^) on a 16 h: 8 h light:dark cycle over 48 h. Second instar *P. xylostella* larvae were removed from their mesh cages using a dampened paintbrush and stored in a plastic container lined with dampened tissue paper to fast for 1–2 h before the start of the bioassay. On the day of the bioassay, mesh invertebrate cages (60 × 40 × 40cm) were lined with dampened tissue paper and two intact plants in individual pots were positioned closely to one another so that their pots touched. A single experimental factor was investigated in each bioassay (e.g. plants of the same genotype that were previously exposed to different light treatments, or plants of different genotypes previously exposed to the same light treatment). Ten larvae were transferred onto the soil surface as close to the middle of the two pots as possible. Invertebrates were allowed to graze throughout the full 48-h period.

At the end of the bioassays, invertebrates were removed and plants visually assessed to identify areas that sustained damage. Leaves were detached from each plant at their petioles, stuck to white A4 paper using double-sided tape and scanned onto a computer alongside a ruler as a scale bar. Images were used to calculate approximate areas of leaf area consumed by invertebrates on ImageJ 1.47v software.

### Experimental design—molecular analysis studies

The following sub-sections detail the experimental procedures used to treat *B. napus* and Arabidopsis for gene expression analysis studies, and *B. napus* for comparative transcriptomics and reverse-phase metabolomics. A schematic overview of the different treatments administered and the time points selected for tissue harvesting and polyomic analysis is provided in SI 3.

#### UV-B irradiation

*B. napus* and Arabidopsis plants were grown under constant white light for 21 days before being transferred to 20 µmol m^−2^ s^−1^ white light conditions the night before treatment. ‘Control’ plants (‘– UV-B’) were exposed to 70 µmol m^−2^ s^−1^ white light whilst treated plants (‘ + UV-B’) were exposed to 3 µmol m^−2^ s^−1^ broadband UV-B radiation over a 24-h period. Treatments took place in the same growth cabinet, with -UV-B plants irradiated on the top shelf and + UV-B plants irradiated on the bottom shelf. White light and UV-B sensors were used to confirm no cross-contamination of light treatments between shelves in the growth cabinet. Whole Arabidopsis plants or the two most recently emerged true leaves from *B. napus* were harvested 1 h, 4 h, 8 h, 16 h and 24 h following the start of irradiation. Three biological replicates were harvested for – UV-B and + UV-B-treated plants at each time point, with tissue flash frozen in liquid nitrogen and stored at -80 °C.

#### Plant methyl jasmonate application

A stock solution of 1 M methyl jasmonate (MeJA; Sigma Aldrich) in 100% ethanol was kept at 4 °C. A working concentration of 100 µM MeJA in 0.01% ethanol was prepared fresh on the day of treatment, and a wetting agent, Surfac UN65 (Surfachem), was added to a final concentration of 0.01% (v/v). Three-week old plants were sprayed with either 100 µM MeJA (plus 0.01% ethanol and 0.01% UN65, a wetting agent), a distilled water or an additional 0.01% ethanol 0.01% UN65 control. A total of 4 mL solution was applied to each plant. The inclusion of a 0.01% ethanol 0.01% UN65 application control ensured that these components of the formulation had no impact on *B. napus* at a transcriptional level. Because no transcriptomic differences were seen between *B. napus* plants treated with distilled water or a 0.01% ethanol 0.01% UN65 solution, the data from this additional control is not included in this report. 

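The ethanol and UN65 control and the distilled water control are each represented by 2 libraries, from plants sprayed with 4 mL of solution and sampled 4 h later. The authors deposited these libraries as FPKM, and each library was rescaled by its median ratio to the mean library and analysed on the log2 scale. Of 49700 loci tested, 2 differed between the 2 controls with a fold change of at least 2 and an adjusted p under 0.05 in limma's moderated test with Benjamini-Hochberg adjustment. One of these, BnaA09g02840D, lies in a part of chromosome A09 that is low in both water libraries, and the other, BnaC05g00360D, is on chromosome C05. Both were named after their values were seen. Before adjustment, 1495 loci had a p under 0.05, which is 3.01% of those tested. The count moved most when the 2 controls were fitted without the other groups, to 69 loci, of which 66 were higher and 3 lower with ethanol and UN65. How many of the 69 lie in that part of chromosome A09 was not counted. Leaving out water replicate 42 gave 11 loci and leaving out ethanol and UN65 replicate 42 gave 25, whereas leaving out water replicate 41 or ethanol and UN65 replicate 41 gave 1. Simulated data for this comparison had 200 loci changed by amounts well above the minimum fold change for a call, none of them at low means. Of these, 70.0% were recovered. Smaller changes were not simulated, so the recovery of changes near the minimum is not known.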

After treatment, plants were maintained under 20 µmol m^−2^ s^−1^ white light in the same controlled growth chamber. To prevent cross-contamination across treatment groups, each plant was covered with a propagator. The youngest and second youngest true leaves of *B. napus* or whole Arabidopsis plants were harvested 1, 4, 8, 16 and 24 h after the start of treatment, with tissue flash frozen in liquid nitrogen and stored at − 80 °C.

#### Invertebrate herbivory

Second instar *P. xylostella* larvae were collected from cages using a fine, damp paintbrush, and stored in a plastic container without food for 2 h prior to the start of plant treatments. Three-week old plants previously grown under 70 µmol m^−2^ s^−1^ white light were transferred to an environmental cabinet set at 22 °C with a white light intensity of 20 µmol m^−2^ s^−1^. Individual plants were placed in 60 × 40x40cm mesh cages, and three starved larvae were transferred onto either the youngest and second youngest true leaves of *B. napus* or in the middle of an *Arabidopsis* plant. Larvae were allowed to graze for 1 h before being removed with a paintbrush, and plants were maintained under 20 µmol m^−2^ s^−1^ white light for up to 24 h. ‘Control’ plants that were not exposed to *P. xylostella* were maintained in the same growth cabinet during the course of the experiment, and kept in a separate cage on a shelf below the treated plants to prevent potential cross-contamination. Each time point was run in triplicate. Control plants and damaged leaf tissue from treated plants were harvested 1, 4, 8, 16 and 24 h after the removal of larvae, flash frozen in liquid nitrogen and stored at − 80 °C.

### Gene expression analysis

RNA was extracted from leaf tissue using TRIzol® Reagent (Life Technologies) following the manufacturer’s instructions with one minor modification: RNA precipitation was carried out overnight at 4 °C using pre-chilled isopropyl alcohol. DNase treatment of RNA was conducted using the DNA-*free*™ DNA removal kit (Life Technologies), and first strand cDNA synthesis of 1 µg of DNased RNA was achieved using SuperScript® II Reverse Transcriptase (Life Technologies). Transcript abundance measurements using quantitative RT-PCR (qRT-PCR) was carried out on a StepOnePlus™ Real-Time PCR machine (Life Technologies), using Brilliant III Ultra-Fast SYBR master mix (Agilent Technologies) while adhering to the MIQE guidelines [27]. Three technical replicates of each sample were run on each plate, with each sample containing pooled genetic material from three independent replicates. The cycling conditions were as follows: 95 °C 2 min, (95° 10 s, 60 °C 20 s) × 40 cycles, 95 °C 1 min, 60 °C 30 s, 95 °C 5 min, with data collection at every + 0.3 °C increment on the final ascent to 95 °C. Expression changes in the genes of interest are presented as relative fold changes with regards to the reference gene, *EF1a*, using the 2–ΔΔCt method. The results from qRT-PCR studies are presented with standard deviation (SD) error bars to indicate the degree of variability across three technical replicates. Primer sequences used can be found in SI 1.

### Transcriptome analysis

RNA-Seq was performed at the Glasgow Polyomics Facility (University of Glasgow) using true leaf tissue from 21-day old *B. napus*. Plants were previously exposed to the following treatments or control conditions, and harvested at the stated time points (SI 3): 4 h irradiation with 3 µmol m^−2^ s^−1^ UV-B (UV-B treatment) or 70 µmol m^−2^ s^−1^ white light in the absence of UV-B (UV-B control); 4 h following exogenous application of 4 mL 100 µM MeJA (MeJA treatment) or 4 mL distilled water (MeJA control); and 4 h after the removal of *P. xylostella* larvae following a 1-h period of herbivory (herbivory treatment) or no herbivory (herbivory control). These particular time points were selected to identify early induced transcriptional regulators of UV-B and defence responses in *B. napus.* RNA was extracted as described, with three independent replicates from each treatment pooled together. The transcriptomic profiles obtained from each treatment were related back to the appropriate control. Sequencing took place on a NextSeq™ 500 (Illumina) desktop machine, and reads were aligned to the Brassica 95 K Unigene [28], *B. napus* genome [29] and Arabidopsis genome. Read alignment was performed using TopHat v 2.1.12, and differential expression analysis was conducted with Cufflinks v 2.2.1 [30]. Arabidopsis gene annotations were assigned to the RNA-seq transcripts based on their sequence similarity to the *Arabidopsis* genome (TAIR10). Functional analysis of the RNA-seq transcripts was carried out using the online bioinformatics resource, DAVID (the Database for Annotation, Visualisation and Integrated Discovery [31], using putative Arabidopsis homologues to identify gene ontology (GO) groups enriched in the dataset.

### Reverse-phase metabolomic analysis

Metabolomics analyses took place at the Glasgow Polyomics Facility (University of Glasgow). Three independent replicates of *B. napus* leaf tissue treated with either 3 µmol m^−2^ s^−1^ UV-B radiation, 100 µM MeJA or *P. xylostella* herbivory were assessed via reverse-phase liquid chromatography (LC) coupled to mass spectrometry (MS). Plants were harvested 24 h after the onset of treatment alongside appropriate controls (SI 3): 70 µmol m^−2^ s^−1^ white light (UV-B control); 4 mL distilled water (MeJA control); or no herbivory (herbivory control). Compounds were extracted using an acidified methanol protocol [32]. The samples were injected onto an Acquity UPLC BEH 2.1 × 150 mm column with 1.7 µm particle size (Waters, Elstree, UK), equipped with the corresponding pre-column, operated by an UltiMate 3000 RSLCnano liquid chromatography system (Dionex, Camberley, Surrey). The LC mobile phase was a biphasic linear gradient from 5 B to 50% B over 30 min, followed by a 4.5 min wash with 90% B, and a 15 min re-equilibration with 5% B, where solvent B is 0.1% formic acid in acetonitrile and solvent A is 0.1% formic acid in water. The flow rate was 150 µL/min, column temperature was held at 35 °C, injection volume was 10 µL, and samples were maintained at 5 °C in the autosampler. An Orbitrap™ Elite (Thermo Scientific) mass spectrometer was calibrated using Thermo calibration mix in negative ionisation mode and tuned on *m/z* 514.28 (MFRA). Source mass spectrometry settings were as follows: a HESI probe was used with AGC 1 × 106 (full scan mode) and 5 × 104 (MS^*n*^ mode), sheath gas 10 a.u., auxiliary gas 3 a.u., sweep gas 3 a.u., capillary temperature 275 °C, source voltage 5 kV, source current 100 µA, S-lens RF 67.3%, skimmer offset 0 V, maximum ion times of 500 ms (full scan mode) and 100 ms (MS^*n*^ mode), and all scans consisted of 1 microscan. Data was obtained in profile mode, for full scans the *m/z* window was 70.00–1000.00 and the resolution was set to 240.000. For LC–MS/MS fragmentation experiments also run, key settings were: isolation width of 1.0 Da, minimum signal required of 500, first mass fixed at 50.00 m*/z* (HCD), and a dynamic exclusion of 48 s. A rejection list was included with the 4 most intense ions encountered in blank injections. HCD fragmentation spectra of the most intense ion (data-dependent acquisition) in the full scan were obtained at 30, 70, and 110 normalised collision energies (NCE). CID-MS^*n*^ (*n* ≤ 3) fragmentation was performed as in [33]. Chromatograms and data analysis was carried out using Xcalibur™ software (Thermo Scientific), and putative compound annotations were assigned based on the chemical formulas using online resources including KEGG.

### Statistical analysis

Statistical analysis of results was executed using R (v3.1.2). The aim of the invertebrate choice chamber bioassays was to determine the influence of a ‘fixed’ effect (light treatment or plant genotype) on larval feeding preferences (the ‘response’ variable). As a total of four biological replicates (*n* = 4) could be run at any given time, data for bioassays with ‘*n* > 4’ was obtained by running batches of biological replicates on different days. We wanted to determine if the biological replicate number or day on which the replicate batches were conducted influenced the response, and therefore ran linear mixed effect models (LMMs) with ‘biological replicate number’ nested within ‘day of bioassay’ as the ‘random’ effects. The analysis was conducted using the R package ‘nlme’. A random-intercepts fixed-slopes model was also fitted, to determine any interactions between the fixed effects and the starting leaf area of plants. This test accounted for subtle variation in starting leaf area between -UV-B and + UV-B-treated plants, with plants grown in the absence of UV-B typically slightly bigger than those grown in its presence. In all instances, interaction effects were found to be non-significant, indicating that any variation in starting leaf area on different genotypes or plants grown under distinct light treatments did not influence invertebrate feeding preferences. As such, this interaction term was removed, and the *t*-values and *P*-values from linear models using both random effects and a single fixed effect (light treatment or genotype) are presented. The level of significance was set at 0.05. Standard error of the mean (SEM) error bars are included on bar charts to show the spread of variation of the sample means. Gene expression analysis data was statistically analysed using ANOVA.

## Results

### UV-B radiation reduces *B. napus *susceptibility to *P. xylostella* herbivory

To determine if UV-B radiation could reduce susceptibility of *B. napus* to *P. xylostella,* we conducted choice chamber bioassays with *P. xylostella* larvae presented with a – UV-B and + UV-B-treated plant*.* Larvae were found to consume higher quantities of leaf tissue on -UV-B-treated *B. napus* across 24 replicates (*t* = 3.81, *P* = 0.001), demonstrating that UV-B radiation can reduce susceptibility of *B. napus* to invertebrate herbivory (Fig. 1a). Visual assessments of plants found that + UV-B-treated *B. napus* still sustained some degree of herbivory during the bioassays (Fig. 1b), suggesting that whilst UV-B may alter the susceptibility of plants to *P. xylostella,* it does not prevent them from being damaged.

**Fig. 1:**
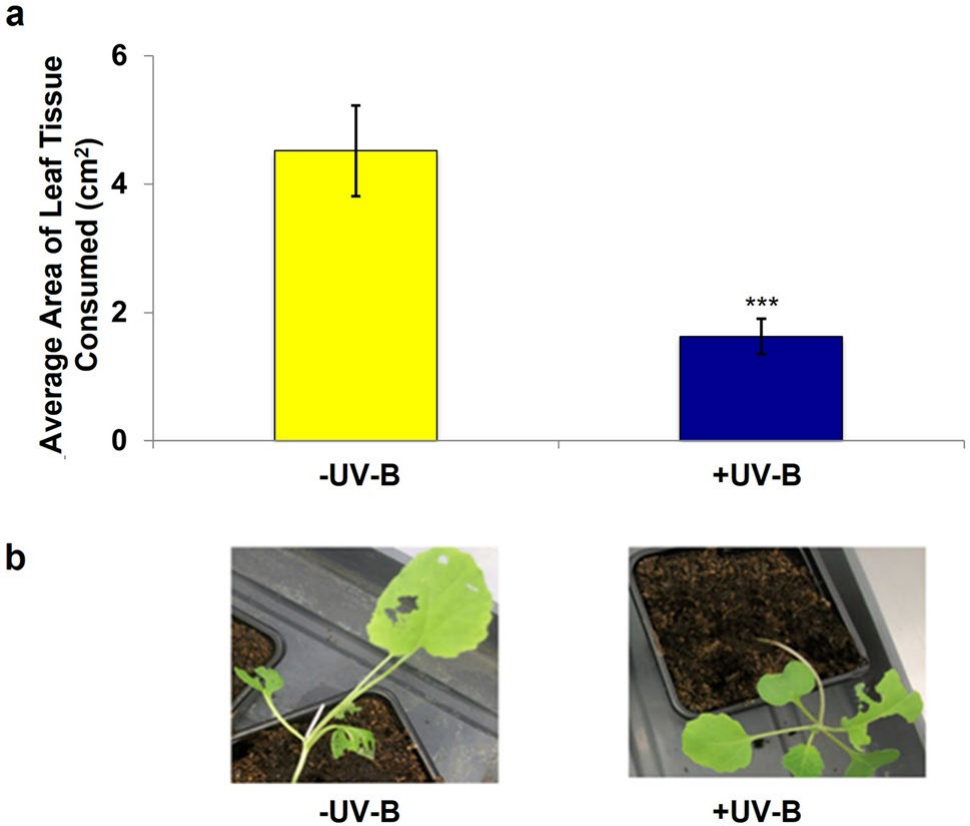
UV-B-treated *Brassica napus* shows reduced susceptibility to *P. xylostella* larvae. **a** The average area of leaf tissue consumed by *P. xylostella* larvae on three-week old *B. napus* previously exposed to -UV-B or + UV-B growing conditions; *n* = 24, significant difference calculated using linear mixed effect models, *p* = 0.001. Error bars show mean ± SEM. **b** visual assessment of *P. xylostella* damage on *B. napus*

### UVR8 is not required for UV-B-enhanced resistance to invertebrates whilst a functional JA-signalling pathway is essential

To determine the potential role of UVR8 and biologically active conjugates of JA in regulating UV-B-mediated resistance to *P. xylostella*, choice chamber feeding bioassays were conducted using Arabidopsis and *B. napus* genotypes impaired in either UVR8- or JA-signalling pathways.

We hypothesised that if a functional UVR8-regulated signalling pathway was required to promote this response, then removal of UVR8 would reduce UV-B-mediated resistance against *P. xylostella,* whilst its overexpression could increase plant protection. Larvae were found to consume higher quantities of leaf tissue from -UV-B-treated L*er* (*t* = 2.39, *P* = 0.048)*, uvr8-1* (*t* = 0.51, *P* = 0.625) and *35S*pro:GFP-UVR8 (*t* = 0.55, *P* = 0.595) genotypes (Fig. 2a), indicating that removal or overexpression of UVR8 in Arabidopsis has no effect on UV-B-mediated resistance against *P. xylostella.* Similar results were obtained in bioassays with a *B. napus 35S*pro:UVR8 transgenic line overexpressing UVR8 (RV31: *t* = 3.29, *P* = 0.83, *35S*pro:UVR8: *t* = 4.11, *P* = 0.9) (Fig. 2b), further confirming that functional UVR8 is not required to reduce plant susceptibility to *P. xylostella* herbivory in a UV-B-dependent manner.

**Fig. 2:**
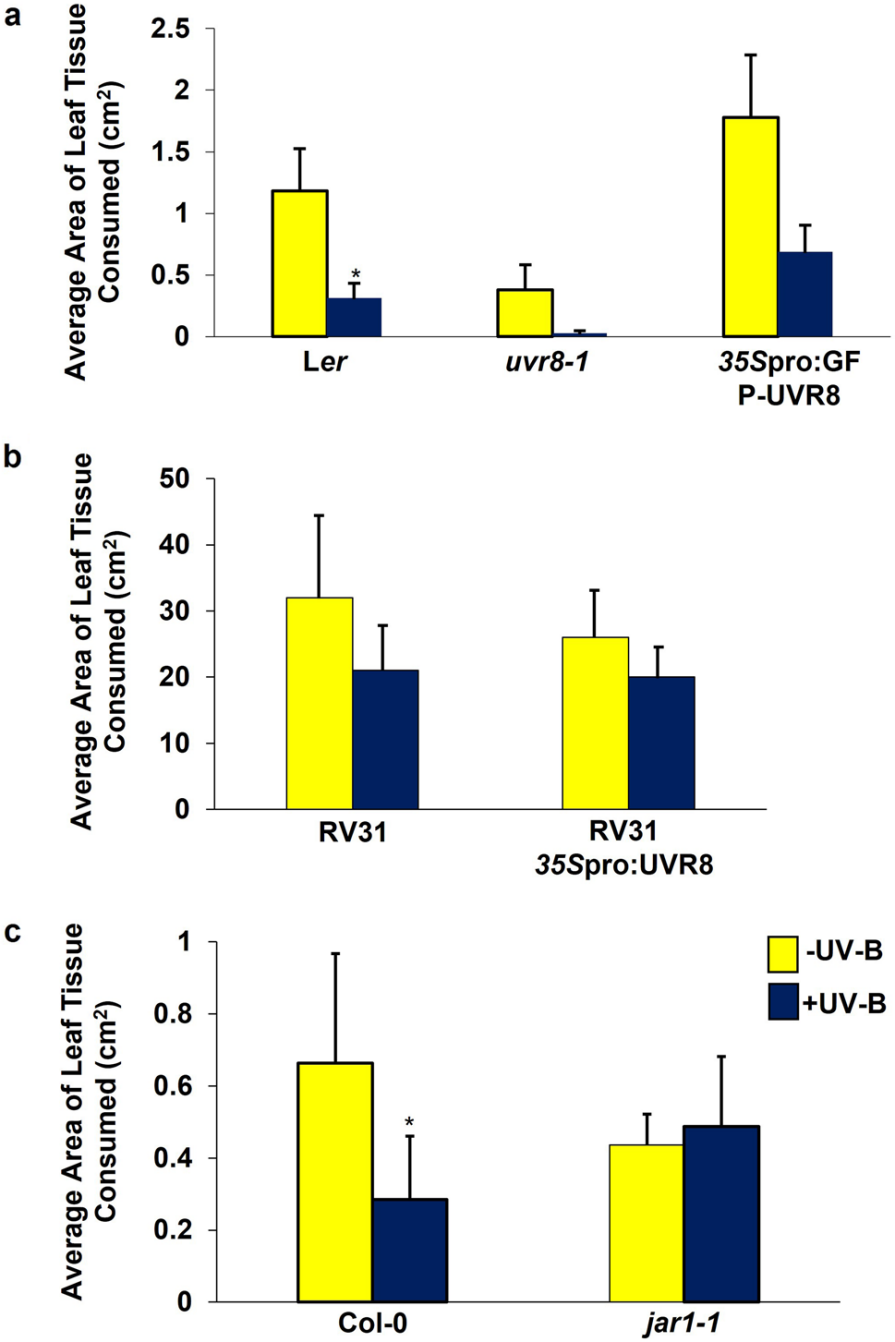
UVR8 is not required for promoting UV-B-induced resistance to *P. xylostella* in Arabidopsis or *B. napus,* but a functional JA-signalling pathway is. **a** The average area of leaf tissue consumed by *P. xylostella* larvae on 3-week old L*er*, *uvr8-1* and 35S*pro*:GFP-UVR8 plants following exposure to -UV-B (70 µmol m^−2^ s^−1^ white light) or + UV-B (1.5 µmol m^−2^ s^−1^ narrowband) growing conditions. **b** The average area of leaf tissue consumed by *P. xylostella* on the *B. napus* genotype, RV31, or a transgenic line overexpressing UVR8, 35S*pro*:BnUVR8. **c** The average area of Col-0 and *jar1-1* leaf tissue consumed by *P. xylostella* larvae. Plants in **b** and **c** were grown in the presence (+ UV-B) or absence (-UV-B) of 3 µmol m^−2^ s^−1^ broadband UV-B radiation for a week prior to bioassays. Bars represent mean ± SEM. Significance of the + UV-B treatment against the –UV-B treatment was calculated using linear mixed effect models. **a** L*er*: *p* = 0.03, n = 16; *uvr8-1*: *p* = 0.12, n = 8; 35S*pro*:GFP-UVR8: *p* = 0.203, *n* = 12 **b** RV31: *p *= 0.83, *n* = 5; 35S*pro*:BnUVR8: *p* = 0.9, *n* = 4.** c** Col-0: *p* = 0.04, *n* = 6; *jar1-1*: *p* = 0.61, *n* = 8

In contrast, bioassays with – UV-B- and + UV-B-treated *jar1-1* plants demonstrated that a functional JA-biosynthetic pathway is required for the regulation of UV-B-mediated Arabidopsis resistance to *P. xylostella* (*t* = 1.24, *P* = 0.61; Fig. 2c). This suggests that UV-B is capable of stimulating plant resistance to invertebrate pests via the JA-biosynthetic pathway, whilst also indicating that it is unable to compensate for the loss of JA-regulated defences in Arabidopsis mutants.

### Comparative transcriptomics and metabolomics identify putative components of the phenylpropanoid biosynthetic pathways as being similarly regulated by UV-B and herbivory in *B. napus.*

RNA-seq was employed to study the genetic overlaps between UV-B-signalling and invertebrate-induced defence responses in *B. napus,* using leaf tissue from plants previously exposed to 4-h of UV-B radiation, *P. xylostella* herbivory, or exogenous application of 100 µM MeJA. 

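The RNA-seq data comprise 12 labelled libraries, 2 for each of 6 groups: white light without UV-B, UV-B, P. xylostella herbivory, MeJA, distilled water, and ethanol with UN65. Plants were 21 days old. The paper states that RNA of 3 independent replicates of each treatment was pooled. Whether a labelled library holds a single plant or such a pool is not known. The UV-B plants received 3 µmol of UV-B and were compared with the white light plants, which the paper kept at 70 µmol. The paper's methods for this experiment do not state what white light the UV-B plants received. Visible light may therefore also differ in that comparison. The herbivory plants were exposed to 3 larvae for 1 h at 20 µmol, and the sprayed plants were also kept at 20 µmol. The paper samples the herbivory plants 4 h after the larvae were removed, whereas the deposited labels give 3 h. Apart from white light, no unsprayed control group is labelled. Herbivory was therefore compared with white light, as in the authors' own herbivory comparison. The fluence rate of the herbivory comparison is not matched. The authors aligned the reads with TopHat and used Cufflinks to make FPKM values for 101040 loci of the B. napus genome, and deposited them in a matrix and in 4 tables of comparisons. The tables pool 3 white light libraries, of which 2 carry a label, and 22 columns of single libraries that match no label were not used. Each labelled library was divided by the median ratio of its values to the mean over libraries, and 1 was added before taking log2. The 49700 loci with at least 1 FPKM in at least 2 libraries were tested with limma in a single fit of all 12 libraries, leaving out 1 locus that the authors' software marked as having too much data to estimate. A locus is called here at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in size. The median standard error of a log2 fold change was 0.36. Log2 values correlated across loci with r between 0.875 and 0.927 within groups and between 0.744 and 0.929 between groups. Loci are not independent replicates. The number of reads per library is not known from FPKM. Low values rise in whole-read steps in 10 libraries, and these give depths relative to the deepest, herbivory replicate 42, from 54.2% in white light replicate 41 upward.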

The inclusion of a MeJA treatment was to enable a broader comparison between the transcriptomic effects of UV-B radiation and the JA-regulated defence response pathway. 

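MeJA was compared with distilled water. In limma with Benjamini-Hochberg adjustment, 235 of 49700 loci were called, 228 higher and 7 lower after MeJA, and 3598 had an unadjusted p under 0.05. VEGETATIVE STORAGE PROTEIN 2 (VSP2, BnaC02g41060D, chromosome C02 from 44052896 to 44054260) had 2088 ± 2048 FPKM (SD, n = 2) after MeJA and 5.22 ± 4.96 FPKM (SD, n = 2) after water. Its log2 fold change was 8.19 (standard error 1.21, limma with Benjamini-Hochberg adjusted p = 0.0321). The next largest rises were in BnaC09g16910D, a GDSL-like lipase, with a log2 fold change of 7.12 (standard error 1.09, limma adjusted p = 0.0355), and BnaC03g37600D, a basic chitinase, with 6.65 (standard error 1.09, limma adjusted p = 0.0442). Without MeJA replicate 41 there were 131 calls, without MeJA replicate 42 there were 32, without water replicate 41 there was 1 and without water replicate 42 there were 31. Fitting the MeJA and water libraries alone gave 0 calls in limma, with 3686 loci at an unadjusted p under 0.05. Against the ethanol and UN65 control there were 2 calls. Lists of Arabidopsis genes were written before the data were examined and joined to loci through the Arabidopsis match that the tables give. The jasmonate response list (46 loci) had a median log2 fold change of 2.80 after MeJA, with 45 loci higher, 10 called over all loci and 41 adjusted over the list alone (camera adjusted p = 1.41e-52 over 24 tests with Benjamini-Hochberg adjustment). The largest call of that list by p was in JAZ1 (BnaC08g18640D), with a log2 fold change of 3.70 (standard error 0.42, limma adjusted p = 0.0281). The jasmonate biosynthesis list (60 loci) had a median of 0.68, with 7 loci called and 15 adjusted over the list alone. Its LOX2 locus BnaA07g19600D had a log2 fold change of 3.96 (standard error 0.50, limma adjusted p = 0.0281). In water the medians of these lists were lower than in white light, by log2 fold changes of -1.25 and -1.26. Set against the ethanol and UN65 control, the medians after MeJA were 1.68, with 44 of 46 jasmonate response loci higher, and 0.35, and set against white light they were 1.61 and -0.27.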

Out of the 101,040 transcripts obtained and aligned to both the 95 K Brassica Unigene [28] and the *B. napus* genome [29], 13,182 were found to be differentially regulated by a minimum fold change of 2 and a Read per Kilobase per Million (RPKM) count of at least 3 in response to UV-B radiation and either *P. xylostella* herbivory and/or MeJA application. Those exhibiting increased levels of expression in response to UV-B and *P. xylostella* were assigned Gene Ontology (GO) terms based on their putative *Arabidopsis* orthologues using the online bioinformatics resource, DAVID [31]. This produced a total of 45 annotation clusters possessing GO terms with an accuracy probability of  ≤ 0.05 (SI 4). 

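The paper's thresholds were applied to the group values in the authors' tables, taking a fold change of at least 2 in either direction and a value of at least 3 FPKM in the treated or the control group. The tables hold 101040 loci. Under UV-B, 8349 loci passed, under herbivory 2402 and under MeJA 4370. Of these, 2249 passed under UV-B and also under herbivory and/or MeJA, 941 of them under UV-B and herbivory, 1592 under UV-B and MeJA, and 284 under all 3 treatments. Loci that passed under any of the 3 treatments numbered 12228, a combination chosen after the values were seen. The thresholds carry no test, and adding the authors' own significance mark left 168 loci. That mark was the setting that lowered the count most. Group values from the 2 labelled libraries, a setting chosen after the values were seen, gave 3252 loci.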

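Called in limma with Benjamini-Hochberg adjustment, 1749 of 49700 loci differed between UV-B and white light, 1329 higher and 420 lower, and 10842 had an unadjusted p under 0.05. The largest rise with white light above 0 was in SEN1 (BnaA01g01780D, chromosome A01 from 930044 to 931130), from 0.949 ± 0.387 FPKM (SD, n = 2) to 175 ± 69.5 FPKM (SD, n = 2), a log2 fold change of 6.46 (standard error 1.43, limma adjusted p = 0.0464). Of the 3 largest rises, the others were in BnaAnng40090D and BnaC09g46650D, which are listed at 0 in white light and at 97.3 and 75.1 FPKM under UV-B. The largest fall in a gene with a named match was in LHCB3 (BnaC09g30700D), with a log2 fold change of -4.41 (standard error 0.65, limma adjusted p = 0.0170), followed by LHCB1.4 (BnaC04g10770D) with -3.93 (standard error 0.61, limma adjusted p = 0.0187). BnaC05g15530D, without a match, had -5.64 (standard error 1.11, limma adjusted p = 0.0344). The white light given to the UV-B plants is not stated, so these rises and falls may not come from UV-B alone. The count rested on single libraries: without white light replicate 41 it was 229, without white light replicate 42 it was 68 and without UV-B replicate 42 it was 657. Fitting the UV-B and white light libraries alone moved it most, to 0 calls in limma with 6649 loci at an unadjusted p under 0.05. Under herbivory 11 loci were called, 8 higher and 3 lower, with 4507 at an unadjusted p under 0.05. Of the 11, 6 are listed at 0 in both white light libraries and the 3 lower loci are above 0 in white light libraries only. One called locus outside these, BnaC07g22080D (EXPA15, an expansin), had 10.2 ± 1.79 FPKM (SD, n = 2) under herbivory and 0.610 ± 0.152 FPKM (SD, n = 2) in white light, with a log2 fold change of 2.79 (standard error 0.24, limma adjusted p = 0.0109). Without white light replicate 41 there was 1 herbivory call, without white light replicate 42 there were 0 in limma, and without herbivory replicate 42 there were 563. Against water, herbivory gave 592 calls, of which 168 lie in stretches of chromosome that are low in some libraries. Those groups also differ in spraying and cover, so the 592 are not a response to herbivory alone.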

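Both comparisons use the same white light libraries. In limma, 6 loci were called higher under both UV-B and herbivory and 3 lower under both. They are BnaC01g40410D (APRL5), BnaC01g40610D (BGLU25), BnaC01g40620D (CS26), BnaCnng05480D, BnaCnng18310D and BnaAnng15180D, of which BnaC01g40410D, BnaC01g40620D and BnaAnng15180D were named after their values were seen, and 5 of the 6 are listed at 0 in both labelled white light libraries. BnaC01g40610D, on chromosome C01 from 38807901 to 38811428, had 16.8 ± 9.11 FPKM (SD, n = 2) under UV-B and 29.0 ± 7.10 FPKM (SD, n = 2) under herbivory. The Arabidopsis matches of the 6 lie close together, between AT3G02060 and AT3G03860. Of the 6, 3 lie at the end of chromosome C01, where neighbouring loci are also low in both white light libraries, and 3 are on unplaced sequence. The authors' white light group value, which holds a further library, is above 0 at each of the 6. Simulated groups without change, compared with the same white light libraries, gave a mean of 0.0100 shared loci, with at most 1 in 100 simulations. Under the paper's thresholds on the authors' values, 186 loci were higher under both treatments, 500 were lower under both and 255 went in opposite directions. On the labelled libraries 513 were higher under both, where unchanged groups gave 371 to 505.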

The most highly enriched cluster contained GO terms and genes associated with the cell wall, however many genes linked to plant defence responses, hormone stimuli and the biosynthesis and metabolism of glucosinolates and indole derivatives (cluster 25), oxylipins and JA (annotation cluster 15), and L-ascorbic acid (cluster 36), also increased in expression.

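Lists of Arabidopsis genes, written before the data were examined and matched to B. napus loci, were tested with camera and Benjamini-Hochberg adjustment over 24 tests. Under UV-B the cell wall list (112 loci) had a median log2 fold change of -0.45 (camera adjusted p = 8.91e-05), the glucosinolate biosynthesis list (53 loci) -1.02 (camera adjusted p = 1.63e-05), the jasmonate biosynthesis list -0.78 (camera adjusted p = 3.58e-05) and the ascorbate biosynthesis list (25 loci) -0.11 (camera adjusted p = 0.840). Loci lower under UV-B numbered 85, 42, 44 and 14 in these lists. Without white light replicate 41 the cell wall, glucosinolate and jasmonate biosynthesis medians were -0.25, -0.46 and -0.35, the ascorbate median was 0.31, and without white light replicate 42 they were -0.71, -1.63, -1.10 and -0.41. Jasmonate response genes had a median of -0.42 under UV-B, with 32 of 46 loci lower (camera adjusted p = 0.0283), and of 0 without white light replicate 41. Under herbivory they had a median of 1.35, with 42 of 46 loci higher (camera adjusted p = 1.01e-13), of which 0 were called over all loci in limma and 7 adjusted over the list alone. Cell wall, glucosinolate, jasmonate biosynthesis and ascorbate lists had medians of -0.05, 0.07, 0.27 and -0.15 under herbivory, with camera adjusted p = 0.490, 0.534, 0.106 and 0.186. The mean of the cell wall list there was 0.02, of the opposite sign to its median. These 4 results rest on single libraries. Without white light replicate 41 the cell wall, glucosinolate and jasmonate biosynthesis lists had herbivory medians of 0.0962, 0.68 and 0.56, and without herbivory replicate 41 the cell wall and jasmonate biosynthesis lists had 0.21 and 0.56, each higher and past the threshold. Without white light replicate 42 the glucosinolate and ascorbate medians were -0.54 and -0.47, and without herbivory replicate 41 the ascorbate median was -0.20, each lower and past the threshold. With herbivory set against water, the jasmonate biosynthesis list was higher by a median of 2.08, the glucosinolate list by 1.47 and the cell wall list by 0.48, with 80 of 112 cell wall loci higher (camera adjusted p = 0.000176 and fry adjusted p = 0.0298 over the 8 lists of that comparison). Of the 24 tests, 17 passed an adjusted p of 0.05 with the preset correlation of 0.01. With fry 4 passed (flavonoid and UV-B response lists under UV-B, jasmonate response and glucosinolate lists under MeJA), and with an estimated correlation 0 passed in limma, the smallest adjusted p being 0.0799. Among the 186 loci higher under both UV-B and herbivory by the paper's thresholds, the cell wall, glucosinolate and ascorbate lists had 0 loci each and the jasmonate biosynthesis and response lists 1 each, out of a background of 28774 loci. Between 0.14 and 0.54 loci were expected in each of these lists, too few for a count of 0 or 1 to decide (2-sided Fisher's exact test, smallest p = 0.203, adjusted p = 0.941 over 8 lists). The annotation tool the paper used was not applied here.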

One transcript identified as having high levels of differential expression in response to UV-B radiation and herbivory was predicted to encode an orthologue of an Arabidopsis aromatic alcohol dehydrogenase active in the phenylpropanoid pathway, *ELICITOR-ACTIVATED GENE 3–2* (*ELI3-2*) [34]. *ELI3-2* was found to have three putative orthologous Unigenes in *B. napus*, with one in particular, EV141577, demonstrating a 2.01 to 2.53-log_2_ fold change in expression in response to all three treatments (Fig. 3a). 

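The tables name loci of the B. napus genome and not Unigenes, and EV141577 is not among their identifiers. They match 3 loci to the Arabidopsis ELI3-2 gene AT4G37990: BnaA08g15930D (chromosome A08, 13200358 to 13203830) and the neighbours BnaC03g61120D (chromosome C03, 50128528 to 50132342) and BnaC03g61130D (50133561 to 50134964). Which of them corresponds to EV141577 is not known, and reads of such similar copies could be split between them. Under UV-B the log2 fold changes were 0.38 (standard error 1.06), 0.61 (standard error 1.02) and -0.54 (standard error 0.41), in that order, with limma Benjamini-Hochberg adjusted p = 0.872, 0.768 and 0.478. Under herbivory they were -1.02, -1.48 and -0.60, with limma adjusted p = 0.840, 0.733 and 0.728. After MeJA they were 2.94, 2.48 and 1.18, with limma adjusted p = 0.485, 0.620 and 0.443. None was called over all loci, and after MeJA the smallest adjusted p over the 3 loci alone was 0.0327. BnaA08g15930D had 170 ± 184 FPKM (SD, n = 2) under UV-B, 115 ± 111 FPKM in white light, 45.9 ± 29.0 FPKM under herbivory, 60.3 ± 24.8 FPKM after MeJA and 6.94 ± 2.82 FPKM after water. The spread between libraries therefore exceeds the UV-B difference. Without UV-B replicate 42 its change under UV-B was -1.06, without white light replicate 42 it was -0.81, and without white light replicate 41 its change under herbivory was 0.17. Without UV-B replicate 42, BnaC03g61120D changed by -0.38 under UV-B. With single libraries left out, BnaC03g61120D ran from -2.61 to -0.36 under herbivory. BnaC03g61130D ran from -1.04 to -0.16 under herbivory and from -0.97 to -0.10 under UV-B. Against water in place of white light, herbivory raised the 3 loci by 2.46, 3.00 and 1.45, with limma adjusted p = 0.260, 0.166 and 0.111. In the authors' own table of MeJA against water, BnaA08g15930D and BnaC03g61120D are marked significant, with the authors' log2 fold changes of 3.31 and 5.14 and q of 0.00553 and 0.0270. Neither is marked in their table of MeJA against ethanol and UN65, with 1.07 and 1.45 and q of 0.544 and 0.232. In their UV-B table the 3 loci have log2 fold changes of 1.08, 1.43 and -0.26, with unadjusted p of 0.208, 0.0257 and 0.713 and q of 0.586, 0.238 and 0.902, and in their herbivory table -0.93, -0.97 and -0.50, with a q of 0.999 for each, none marked. The paper selects ELI3-2 for further study of the phenylpropanoid pathway as a transcript that its RNA-seq found changed by UV-B and herbivory.

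**Figure D1:**
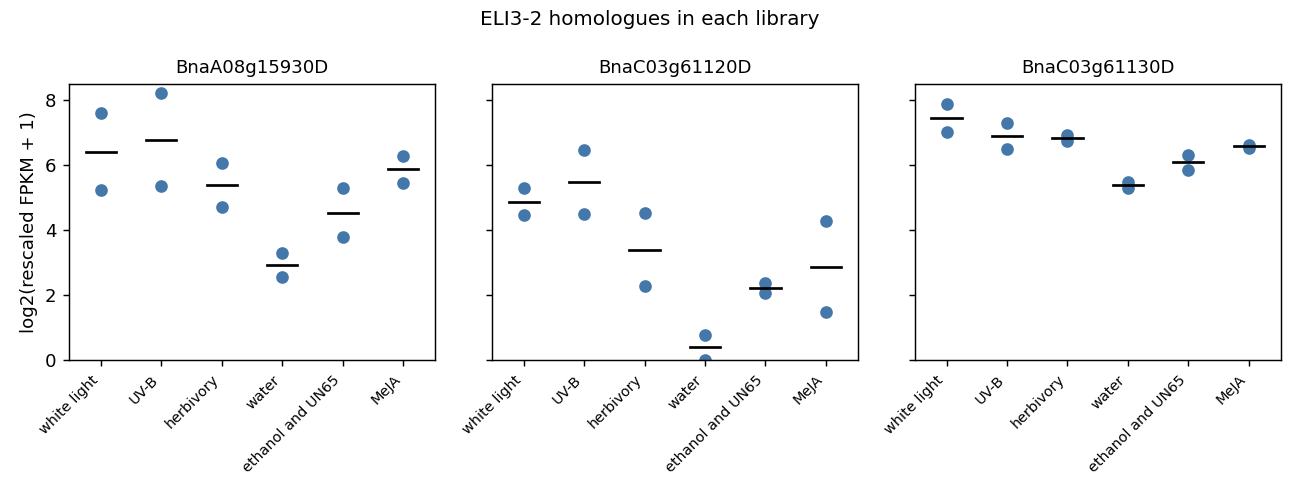
Log2 of rescaled FPKM plus 1 of the 3 ELI3-2 loci in each of the 12 libraries, with a point per library and a line at the mean of each group of 2. For BnaA08g15930D the 2 UV-B libraries sit at 5.35 and 8.23 and the 2 white light libraries at 7.60 and 5.23.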

The encoded enzyme functions at several points in the sinapate/lignin biosynthetic pathway (Fig. 3b), which has previously been implicated in conferring UV-B-mediated resistance to *B. cinerea* in Arabidopsis [35].

**Fig. 3:**
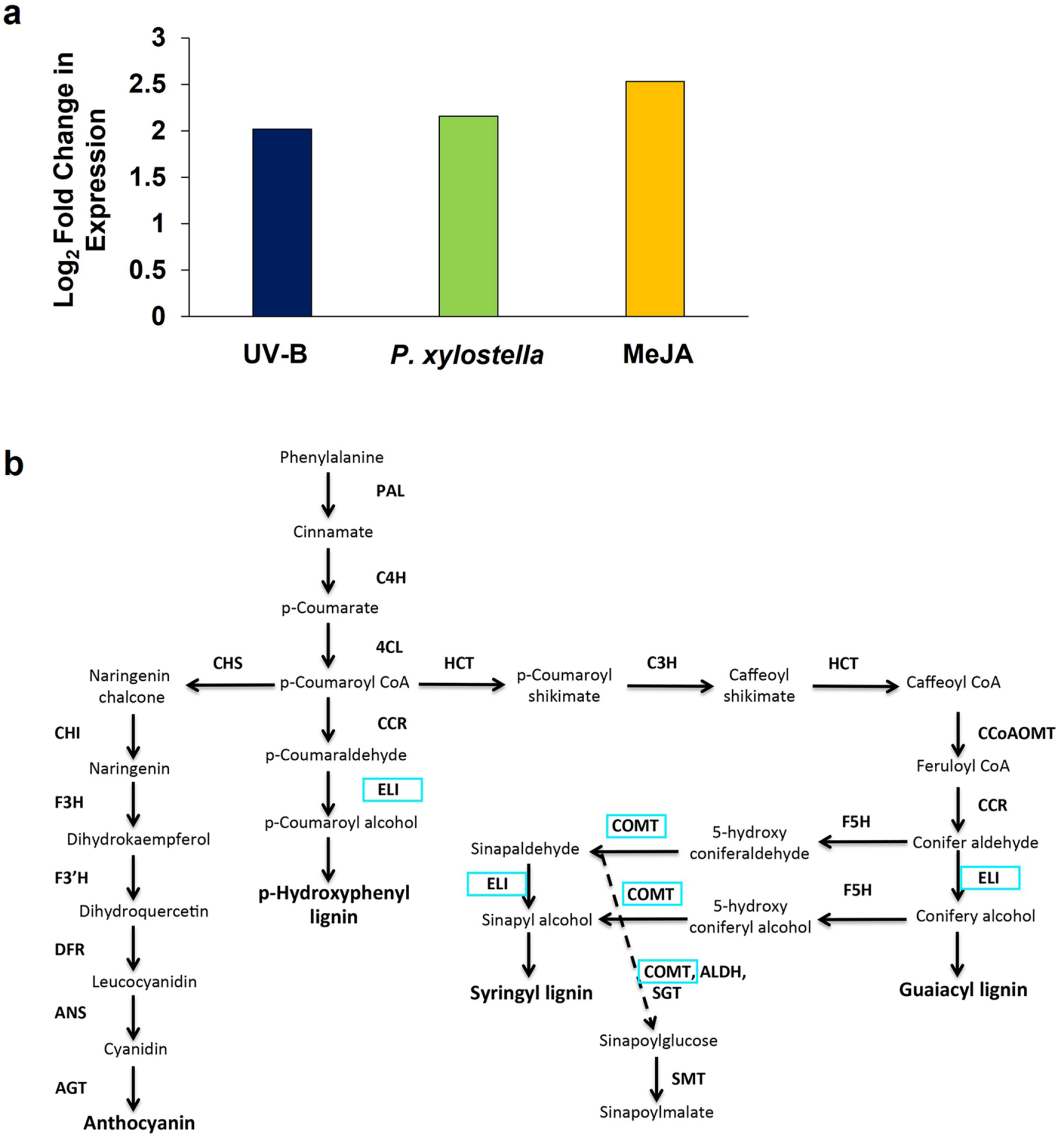
A putative orthologue of an aromatic alcohol dehydrogenase in the phenylpropanoid pathway, *ELI3-2*, is found to be differentially regulated in response to UV-B radiation, *P. xylostella* herbivory and 100 µM MeJA. **a** the log_2_ fold change expression profiles of a putative Brassica Unigene orthologue of *ELI3-2* in response to UV-B, *P. xylostella* and MeJA treatment. **b** Schematic representation of the main steps, enzymes and compounds found in the phenylpropanoid pathway. The enzymes encoded by *ELI3-2, COMT1* or their related family members are highlighted in light blue boxes. Diagram adapted from [35]

Untargeted metabolomics using LC–MS detected 2215 compounds, 1597 of which were assigned putative annotations and chemical formulae using the KEGG compound database (SI 5). Of these, only 23 accumulated in response to 2 or more of the treatments with a minimum fold change in peak intensity of ≥ 1.5 (SI 6). Structural examination of these peaks identified several compounds associated with the phenylpropanoid pathway, complementing findings from the comparative transcriptomic study. Two compounds that accumulated in response to UV-B radiation and *P. xylostella* herbivory possessed parental ion masses of 367.1029 and 367.1604 ([M-H]^−^), indicating that they may be feruloylquinic acid or isoferuloyl quinic acid derivatives [36] (Fig. 4a, b). Fragmentation analysis of these compounds (referred to as Compound Numbers (CN) 10 and 16 in SI 6) identified characteristic fragment ions of feruloylquinic acids at *m/z* 191 and 173 ([M-H]^−^). CN 10 exhibited an approximate 25-fold and 50-fold increase in peak intensity in response to *P. xylostella* herbivory and UV-B radiation, respectively, whilst CN 16 increased in abundance by 3.90-fold following *P. xylostella* herbivory and 2.02-fold in response to UV-B radiation (SI 6). CN 10 possessed an RT of 981.45 s, and was assigned the elemental formula C_17_H_20_O_9_ (C_17_H_19_O_9_ [M-H]^−^), suggestive of 3-, 4- or 5-O-feruloylquinic acid [37]. CN 16 was found to have a shorter RT of 869.11 s (SI 6), with fragmentation data revealing distinct MS^2^ fragment ions at m/z 173.0456 and 191.056 ([M-H]^2^; Fig. 4b). Whilst this compound could not be assigned a putative elemental formula, the parental ion mass and fragmentation data likewise suggested that it may potentially be 3-, 4- or 5-*O*-feruloylquinic acid.

**Fig. 4:**
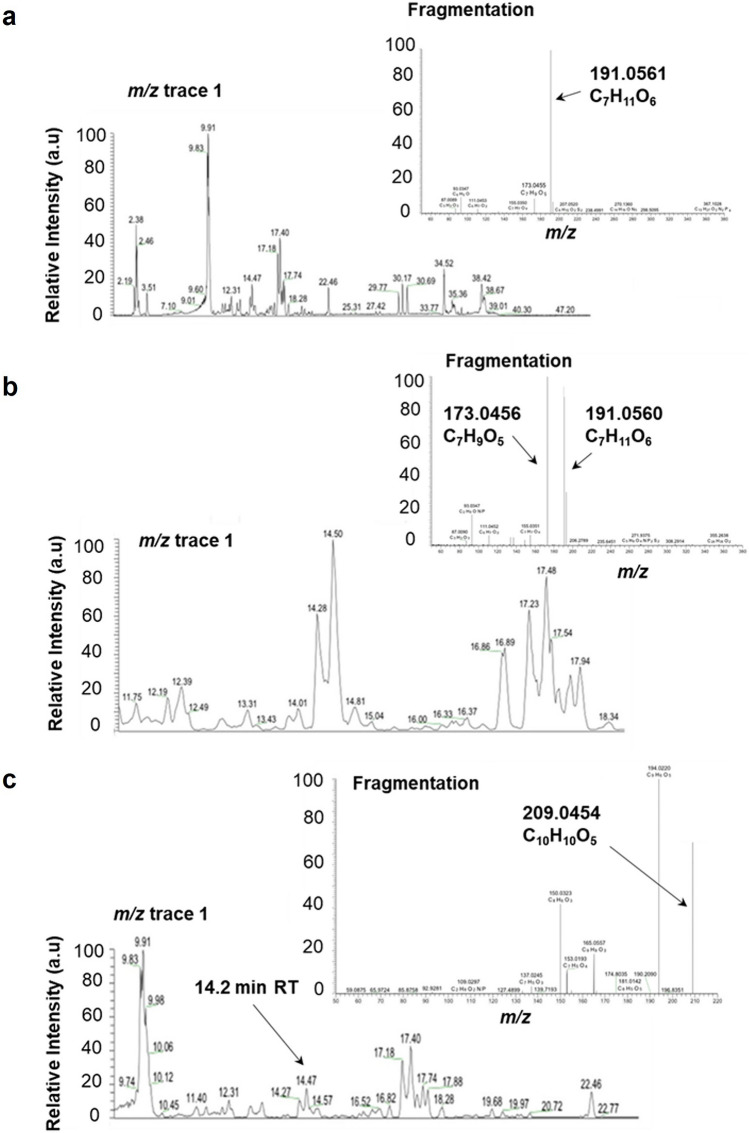
Putative feruloylquinic acid derivatives and hydroxyferulic acid metabolites accumulate in response to UV-B irradiation and *P. xylostella* in *B. napus*. **a** The base peak chromatograms (RT window 0–50 min) and fragmentation analysis of compound number (CN) 10 (SI 4) thought to be a putative feruloylquinic acid derivative. Compound possesses an RT approximately 16.35 min in MS^2^ and assigned the putative elemental formula (EF) C_17_H_20_O_9_ (C_17_H_19_O_9_ ([M-H]^−^)). **b** base peak chromatograms (RT window 11.5–18.5 min) and fragmentation data of CN 16 (SI 4). RT of 14.5 min in MS^2^. Not assigned a putative elemental formula, but also thought to be a putative feruloylquinic acid derivative. **c** location of CN 22 (SI 4) with EF C_10_H_10_O_5_ (C_10_H_9_O_5_ ([M-H]^−^)), thought to be a hydroxyferulic acid. RT of approximately 14.2 min and mass of 209 in base peak chromatogram *m/z* trace 1 (mass range 115–1000; RT window 9–23.5 min). Fragmentation identifies its larger parental compound with mass 383 and EF of C_17_H_19_O_10_ ([M-H]^−^). *RT* retention time (seconds); *m/z*, molecular mass ([M-H]^−^). Relative peak intensity is provided in arbitrary units

An additional compound found to be responsive to both UV-B radiation and invertebrate herbivory possessed a mass of 209.0454 and elemental formula of C_10_H_10_O_5_ (C_10_H_9_O_5_ [M-H]^−^, referred to as CN 22 in SI 6). Chromatograms revealed the location of this compound next to poorly separated isomers (Fig. 4c), and whilst fragmentation data indicated the presence of a hydroxyferulic acid methyl ester, it could not be concluded whether this compound was 5-hydroxyferulic acid or 3-hydroxyferulic acid.

A putative sinapoyl glycoside was also found to increase in abundance by 1.81-fold and 4.61-fold in response to *P. xylostella* herbivory and UV-B irradiation, respectively, possessing an elemental formula of C_17_H_22_O_10_ (C_17_H_21_O_10_ [M-H]^−^; CN 23 in SI 6) and a retention time (RT) of approximately 850 s (14.1 min; Fig. 5). The presence of compounds possessing double peaks in the chromatogram is indicative of phenolic acid glycoside-like compounds due to their known cis/trans stereoisometry, with analysis of larger peaks in the fragmentation data identifying a sinapoyl peak (C_11_H_9_O_4_) at *m/z* 205.0505 in negative ionisation mode.

**Fig. 5:**
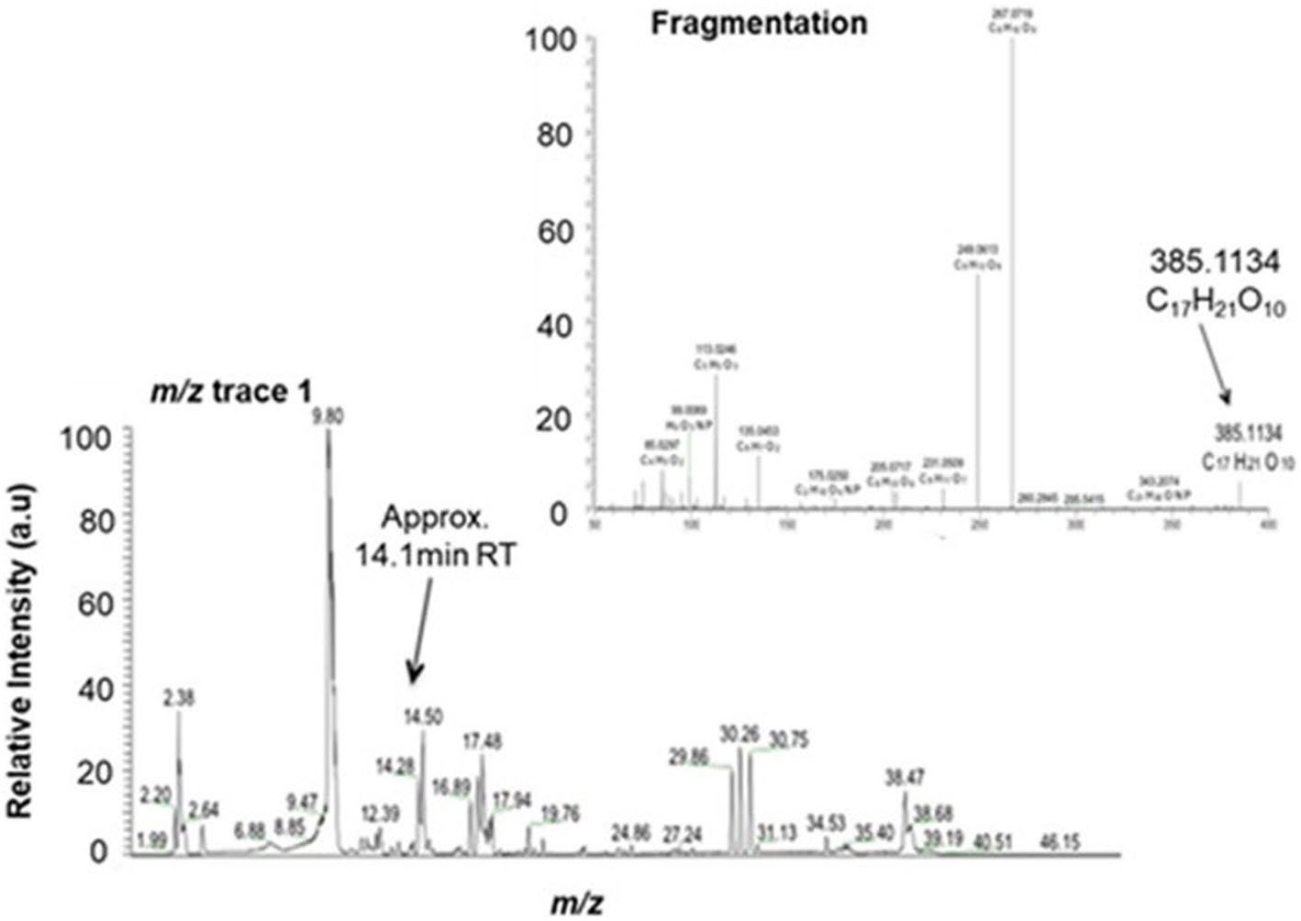
A putative sinapoyl glycoside metabolite accumulates in response to UV-B and *P. xylostella* herbivory in *B. napus*. The base peak chromatograms (RT window 0–50 min) and fragmentation analysis of compound number (CN) 23 (SI 4) a putative sinapoyl glycoside possessing putative EF C_17_H_22_O_10_ (C_17_H_21_O_10_ ([M-H]^−^)), an RT of approximately 14.1 min and mass of 385 in base peak chromatogram *m/z* window 1 (mass range 115–1000; RT window 0–50 min). Fragmentation reveals a sinapoyl peak (C_11_H_9_O_4_) at *m/z* 205.0505. EFs calculated by KEGG and manually. RT, retention time (seconds); *m/z*, molecular mass ([M-H]^−^). Relative peak intensity is provided in arbitrary units

As transcripts and compounds associated with the phenylpropanoid pathway were found to be commonly regulated by UV-B radiation and herbivory in *B. napus,* this pathway was chosen for further analysis to determine its potential involvement in UV-B-mediated resistance of this crop to *P. xylostella.* One transcript identified from the RNA-Seq as being differentially regulated in response to UV-B radiation and *P. xylostella* herbivory (*ELI3-2*) was chosen for this purpose. A second gene associated with the phenylpropanoid pathway was also selected for further study: *CAFFEATE O-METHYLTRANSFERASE 1* (*COMT1*). *COMT1* encodes a flavonol 3-methyltransferase that plays an important role in methylating monolignol precursors for lignin biosynthesis [38] in the same branch of the pathway as *ELI3-2* (Fig. 3b). Whilst this gene was not found to be significantly regulated by any of the treatments in the RNA-seq analysis, the encoded enzyme has previously been implicated in plant defence against pathogens, specifically by heightening tobacco resistance to Tobacco Mosaic Virus (TMV) [39]. 

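The tables match 16 loci to the Arabidopsis COMT1 gene AT5G54160, of which 4 had enough signal to be tested and 0 were called in limma under UV-B, herbivory or MeJA. The smallest Benjamini-Hochberg adjusted p over all loci was 0.381 under UV-B, 0.634 under herbivory and 0.697 under MeJA, and the smallest unadjusted p was 0.0512. The count stayed at 0 under all 21 alternatives tried. BnaA03g11990D, on chromosome A03 from 5433673 to 5436090, had a log2 fold change of 2.08 after MeJA (standard error 0.92), from 20.1 ± 14.9 FPKM (SD, n = 2) to 78.7 ± 28.7 FPKM (SD, n = 2). It lies in a part of A03 that is low in UV-B replicate 41 and in ethanol and UN65 replicate 41. BnaC03g14720D changed by 0.98 under UV-B (standard error 0.60) and 1.09 after MeJA (standard error 0.60). With single libraries left out, its changes ran from 0.42 to 1.53 under UV-B and from 0.43 to 1.76 after MeJA. Those of BnaA03g11990D after MeJA ran from 1.28 to 2.87. BnaA10g07270D and BnaC09g30560D changed by -0.20 and -0.33 under UV-B, directions that each flip with 1 white light or UV-B library left out. Under herbivory the 4 loci were lower than in white light, by log2 fold changes from -1.55 to -0.71, and higher than in water, by 0.21 to 0.90. In the authors' own table of MeJA against water, BnaA03g11990D is marked significant with the authors' q of 0.0987, and in their table of MeJA against ethanol and UN65 with a q of 0.0273. In their UV-B table the largest q with that mark is 0.0998 and the smallest without it is 0.1004.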

As such, we decided to incorporate this gene into the study to further assess any role this particular branch of the phenylpropanoid pathway may have in mediating plant resistance to invertebrate pests.

### Arabidopsis mutants impaired in the phenylpropanoid pathway retain UV-B-mediated resistance to *P. xylostella*

To determine the involvement of the lignin and sinapate biosynthetic pathway in mediating UV-B-enhanced resistance to *P. xylostella,* Arabidopsis SALK T-DNA-insertion mutants of *COMT1* and *ELI3-2* were subjected to invertebrate choice chamber bioassays. *P. xylostella* were presented with a – UV-B and + UV-B plant of the same genotype, or a Col-0 and T-DNA mutant exposed to the same light treatment (Fig. 6). Larvae demonstrated a significant preference for – UV-B-treated Col-0 (*t* = 2.23 *P* = 0.04; Fig. 6a), *eli3-2* (*t* = 2.97 *P* = 0.04; Fig. 6b) and *comt1* (*t* = 2.60 *P* = 0.029; Fig. 6c) plants than those of the same genotype exposed to UV-B radiation. This finding suggests that the absence of functional ELI3-2 and COMT1 does not alter UV-B-mediated plant resistance to invertebrates. When presented with -UV-B-treated Col-0 and *eli3-2*, *P. xylostella* were found to consume higher levels of tissue from mutant plants (*t* = 2.56 *P* = 0.03), indicating that in the absence of UV-B, the *eli3-2* genotype appears more palatable than their wild-type progenitors (Fig. 6b). This observation was absent in bioassays with UV-B-treated Col-0 and *comt1* (*t* = 0.43 *P* = 0.698)*,* with larvae consuming similar levels of tissue from both genotypes (Fig. 6c). *P. xylostella* did not demonstrate any preference for + UV-B-treated *eli3-2* (*t* = 1.64, *P* = 0.37, Fig. 6b) or *comt1* plants (*t* = 1.01, *P* = 0.42, Fig. 6c) when presented alongside Col-0, suggesting that neither genotype appeared any less palatable following exposure to UV-B radiation.

**Fig. 6:**
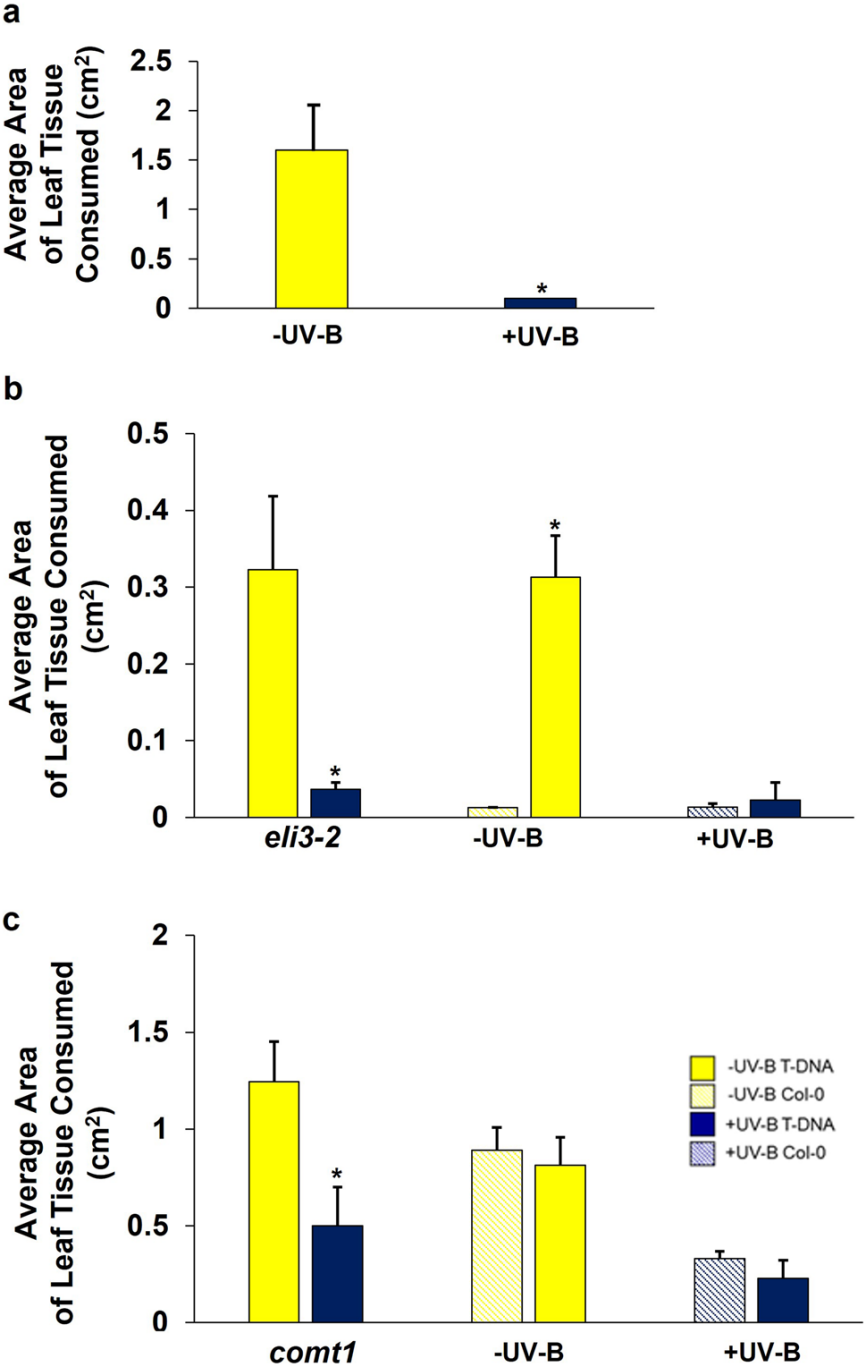
The susceptibility of *Arabidopsis* T-DNA-insertion mutants, *eli3-2* and *comt1*, to *P. xylostella.* **a** The average area of leaf tissue consumed by *P. xylostella* on -UV-B-treated or + UV-B-treated Col-0. **b** The average area of leaf tissue consumed by *P. xylostella* on: *eli3-2* null-mutants exposed to -UV-B or + UV-B conditions; -UV-B-treated *eli3-2* and Col-0 plants; + UV-B-treated *eli3-2* and Col-0 plants. **c** The average area of leaf tissue consumed by *P. xylostella* on: *comt1* null-mutants exposed to -UV-B or + UV-B conditions; -UV-B-treated *comt1* and Col-0 plants; + UV-B-treated *comt1* and Col-0*.* Bars represent mean ± SEM of three biological replicates. Significance of treatments and genotypes was calculated using linear mixed effect models: **a** Col-0: *p* = 0.04 **b** *eli3-2* -UV-B vs + UV-B: *p* = 0.04; *eli3-2* vs Col-0 -UV-B: *p* = 0.03; *eli3-2* vs Col-0 + UV-B: *p* = 0.37.**c** *comt1* -UV-B vs + UV-B: *p* = 0.04; *comt1* vs Col-0- UV-B: *p* = 0.93; *comt1* vs Col-0 + UV-B: *p* = 0.42

### Arabidopsis lines overexpressing *BnCOMT1* show increased UV-B-dependent resistance to invertebrate herbivory

To further investigate a role for the phenylpropanoid pathway in promoting UV-B-mediated resistance to *P. xylostella,* Arabidopsis transgenic lines overexpressing components of the *B. napus* lignin and sinapate biosynthetic pathway were generated. As a result of unpredicted complications in the generation of segregated *ELI3-2* overexpressing lines, we were only able to evaluate invertebrate feeding preferences on *COMT1* overexpressing lines.

Four independent homozygous Arabidopsis lines overexpressing *B. napus COMT1* in the Col-0 background were successfully generated, each possessing a 3xHA-tag. Quantitative PCR analysis of the overexpressing *COMT1* genotypes found an approximate 6 to 16-fold increase in levels of *COMT1* transcripts compared to Col-0 (Fig. 7a).

**Fig. 7:**
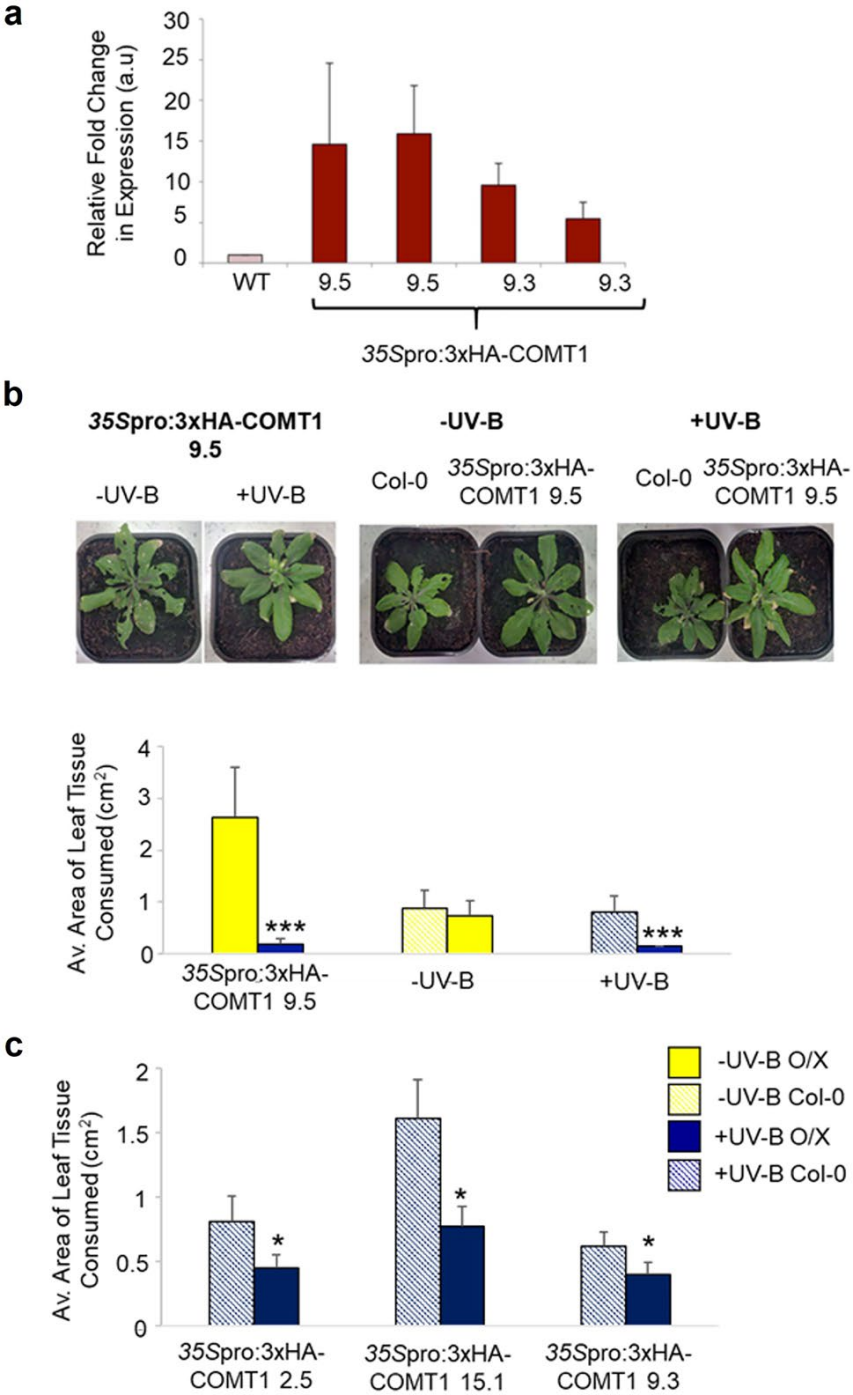
*Arabidopsis 35S*pro:3xHA-COMT1 overexpressing plants are less susceptible to *P. xylostella* herbivory in a UV-B-dependent manner. **a** The relative abundance of *COMT1* transcripts in white light-treated Arabidopsis transgenic and Col-0 lines normalised to the *EF1a* reference transcript. Error bars represent SD from 3 technical replicates. **b** Visual observations and the average area of leaf tissue consumed by *P. xylostella* larvae on: –UV-B- and + UV-B-treated *35S*pro:3xHA-COMT1 plants; -UV-B-treated *35S*pro:3xHA-COMT1 and Col-0 plants; and + UV-B-treated *35S*pro:3xHA-COMT1 and Col-0 plants**. c** Average area of leaf tissue consumed by *P. xylostella* larvae for + UV-B-treated Col-0 plants and either *35S*pro:3xHA-COMT1 2.5, *35S*pro:3xHA-COMT1 15.1 or *35S*pro:3xHA-COMT1 9.3 transgenic lines. *n* = 5. Bars represent estimated mean ± SEM. Significance of the UV-B treatment against the –UV-B-treatment was calculated using linear mixed effect models: **b** *35S*pro:3xHA-COMT1 9.5 -UV-B vs + UV-B: *p* = 0.0017; *35S*pro:3xHA-COMT1 9.5 vs. Col-0 -UV-B: *p* = 0.525; *35S*pro:3xHA-COMT1 9.5 vs. Col-0 + UV-B: *p* = 0.047. **c** *35S*pro:3xHA-COMT1 2.5: *p* = 0.025; *35S*pro:3xHA-COMT1 15.1; *p* = 0.029; *35S*pro:3xHA-COMT1 9.3: *p* = 0.025

–UV-B and + UV-B-treated *35S*pro:3xHA-COMT1 9.5 plants were presented to *P. xylostella* larvae in choice chambers, and the area of leaf tissue consumed was measured after a 48-h period. UV-B radiation was found to significantly reduce the attractiveness of *35S*pro:3xHA-COMT1 9.5 plants to *P. xylostella* larvae as compared to transgenic plants grown under –UV-B conditions (*t* = 3.96, *P* = 0.0017), with invertebrates consuming approximately 90% more tissue on plants maintained under white light for 21 days (Fig. 7b). Larvae did not demonstrate a preference for – UV-B-treated Col-0 or *35S*pro:3xHA-COMT1 9.5 plants (*t* = 0.67, *P* = 0.525), suggesting that both genotypes appeared equally as attractive when grown in the absence of UV-B. Interestingly, + UV-B-treated Col-0 sustained significantly higher levels of damage from *P. xylostella* larvae than the transgenic line grown under the same light conditions (*t* = 2.65, *P* = 0.047). This suggests that the overexpression of putative *B. napus* COMT1 in Arabidopsis can heighten UV-B-mediated resistance of plants to *P. xylostella*. Similar results were obtained with three other independent transgenic lines, *35S*pro:3xHA-COMT1 2.5 (*t* = 2.48, *P* = 0.025), *35S*pro:3xHA-COMT1 15.1 (*t* = 2.60, *P* = 0.029) and *35S*pro:3xHA-COMT1 9.3 (*t* = 2.71, *P* = 0.025, Fig. 7c), with + UV-B transgenic lines appearing less susceptible to *P. xylostella* herbivory than + UV-B-treated Col-0.

## Discussion

UV-B radiation can enhance plant resistance to a variety of invertebrate pests through the convergence of UV-B-signalling and invertebrate-induced defence response pathways. However, few studies to date have examined how this signalling overlap may apply to commercially important crops. This report highlights the transcriptomic and metabolomic overlaps between UV-B-signalling and invertebrate-induced defence responses in *B. napus,* and demonstrates for the first time that over expression of a component of the *B. napus* sinapate and lignin biosynthetic pathway in Arabidopsis can heighten plant resistance to *P. xylostella* in a UV-B-dependent manner.

Whilst UV-B radiation has previously been shown to reduce susceptibility of plant model organism species (such as *Arabidopsis* [17, 21] and *Nicotiana* [11, 12]) and select high-value crops (including broccoli [16, 40]) to invertebrate pests, our understanding of the impacts that UV-B has on the attractiveness of combinable crops to their pests is lacking. Such knowledge could help drive future crop breeding programmes, and support delivery of novel integrated pest management strategies with reduced dependence on conventional interventions in agricultural systems. Our study demonstrates that UV-B radiation is capable of reducing the attractiveness of a commercially important crop, *B. napus,* to one of its major lepidopteran pests, *P. xylostella* [41], under environmentally-controlled conditions (Fig. 1). Bioassays with *Arabidopsis* and *B. napus* genotypes altered in UVR8 signalling did not find any role for functional UVR8 in promoting UV-B-mediated resistance (Fig. 2), a result that is consistent with findings from a previous study investigating *Arabidopsis* susceptibility to *Spodoptera litura* in the *uvr8-2* mutant [20]. Interestingly, a study from 2012 reported that functional UVR8 is required to reduce Arabidopsis susceptibility to *B. cinerea* in a UV-B-dependent manner, with plants impaired in the production of functional UVR8 sustaining higher levels of infection compared to wild-type genotypes [35]. These findings suggest that UV-B can differentially regulate plant responses to necrotrophic pathogens and invertebrate pests, and whilst it is acknowledged that plants are able to perceive UV-B through several different processes [7], there is no evidence that UV-B-mediated resistance of plants to invertebrate pests requires functional expression of the known UV-B photoreceptor, UVR8. However, it is important to note that whilst terrestrially-relevant levels of UV-B radiation were examined during this project, the ratio of white light:UV-B radiation used during plant treatments was not representative of natural field conditions. Hence the findings from this proof-of-concept study would benefit from additional research under field conditions, to better evaluate the effect of solar UV-B radiation on *B. napus* resistance to invertebrate pests, and to assess the involvement of UVR8 under natural conditions.

In contrast to UVR8, the JA biosynthetic pathway was confirmed to be required for conferring UV-B-stimulated resistance to *P. xylostella* (Fig. 2c). UV-B was found to be incapable of promoting defence in the Arabidopsis JA-insensitive *jar1-1* mutant, suggesting that JA-amino acid conjugates, such as the bioactive JA-Ile, are essential for regulating the UV-B-induced response. Similar results have been previously reported in Arabidopsis [17] and antisense *N. attenuata as-lox3* [17, 19], with mutants impaired in JA-biosynthesis appearing highly susceptible to invertebrate attack following exposure to UV-B radiation. Collectively, these results suggest that UV-B mediates plant resistance to *P. xylostella* via the JA pathway, and independently of UVR8.

Transcriptomic analysis of *B. napus* identified differential expression of a Unigene encoding a putative aromatic alcohol dehydrogenase involved in the sinapate/lignin biosynthetic pathway, *ELI3-2* (Fig. 3), whilst LC–MS detected the presence of several metabolites associated with the phenylpropanoid pathway. These findings were not surprising, as the phenylpropanoid pathway is known to be stimulated by both UV-B radiation [16, 42–44] and invertebrate herbivory [11, 16, 45]. It was interesting that transcripts and compounds identified in this study are primarily associated with the particular branch of the phenylpropanoid pathway concerned with the biosynthesis of sinapate precursors and lignin, as the majority of reports in this field have focussed on components of the pathway associated with flavonoid biosynthesis [11, 15–17, 19]. 

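The list written for the sinapate and lignin branch (73 loci) had a median log2 fold change of 0.90 under UV-B, with 54 loci higher (camera adjusted p = 7.99e-09 with Benjamini-Hochberg adjustment). In it 16 loci were called over all loci, or 23 adjusted over the list alone. The list includes PAL2, phenylalanine ammonia-lyase 2, so it does not describe that branch alone. The median of the list was 0.37 without UV-B replicate 42 and 1.59 without UV-B replicate 41. The flavonoid genes (40 loci) had a median of 2.85, with 35 loci higher (camera adjusted p = 2.37e-21), 23 called and 32 adjusted over the list alone. Only the flavonoid list of these 2 passed under fry (fry adjusted p = 0.00559, against 0.0834 for sinapate and lignin). The difference between the 2 lists was not tested. The locus with the smallest p of the sinapate and lignin list under UV-B was PAL2 (BnaCnng52250D), at 4.45 ± 2.15 FPKM (SD, n = 2) in white light and 110 ± 45.6 FPKM (SD, n = 2) under UV-B, with a log2 fold change of 4.34 (standard error 0.46, limma adjusted p = 0.00691). That of the flavonoid list was TT5 (BnaA09g34840D), with a log2 fold change of 4.23 (standard error 0.31, limma adjusted p = 0.00256). Under herbivory the sinapate and lignin list had a median of -0.34, with 58 loci lower (camera adjusted p = 6.14e-05), and the flavonoid list 0.06 (camera adjusted p = 0.587). The sinapate and lignin median was -0.17 without white light replicate 41, no longer past the threshold. Set against water, the sinapate and lignin list was higher under herbivory by a median of 0.62. Among single loci under herbivory, FAH1 (BnaC07g46040D) changed by -1.88 (standard error 0.44, limma adjusted p = 0.306). After MeJA the sinapate and lignin list had a median of 0.66, with 66 loci higher (camera adjusted p = 1.73e-14), and the flavonoid list 0.35 (camera adjusted p = 0.0171). The sinapate and lignin list was lower in water than in white light, with a median of -0.94. Set against the ethanol and UN65 control it had a median of 0.57 after MeJA, with 66 loci higher and 7 lower (camera adjusted p = 4.53e-09 and fry adjusted p = 0.309 over the 8 lists of that comparison), and set against white light it had -0.20, with 31 loci higher and 42 lower.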

The sinapate and lignin biosynthetic pathway has been previously implicated in plant susceptibility to *B. cinerea,* with the *fah1-7* Arabidopsis mutant—impaired in sinapate biosynthesis—found to be highly susceptible to infection following UV-B radiation, whilst the *tt4* mutant defective in flavonoid biosynthesis retained UV-B-induced resistance to the fungus [35]. The *fah1-7* mutant lacks functional FERULIC ACID 5-HYDROXYLASE (F5H) activity, which functions alongside ELI3-2 in the sinapate and lignin biosynthetic pathway (Fig. 3b). Based on the importance of the phenylpropanoid pathway in protecting plants against a range of biotic and abiotic stimulants, and previous research implicating this particular branch of the pathway in plant resistance to disease, we decided to further investigate a role for this pathway in enhancing plant resistance to pests in the presence of UV-B radiation. In addition to ELI3-2 and F5H*,* the flavonol 3-methyltransferase, *COMT1,* plays an important role in the biosynthesis of sinpate and lignin [38], and like ELI3-2, has previously been implicated in conferring plant resistance to disease [39]. However, a role for these enzymes in promoting resistance to invertebrate herbivory has not yet been reported. As such, a putative *B. napus* orthologue of *COMT1* was also included in this study, to further investigate a role for this pathway in regulating UV-B-mediated plant resistance to invertebrates.

*Arabidopsis* null mutants impaired in the production of functional *ELI3-2* and *COMT1* were found to retain UV-B-mediated resistance to *P. xylostella* (Fig. 6), with -UV-B-treated plants sustaining higher levels of herbivory than + UV-B plants of the same genotype. One possible explanation for this observation is functional redundancy of closely related proteins. Functional redundancy is known to exist within the ELI family, which consists of at least 9 family members in Arabidopsis [46]. Likewise, COMT1 shares partial overlapping functionality with CCoAOMT1, with both enzymes involved in the methylation of precursors for lignin monomer, coniferyl and sinapoylalcohol biosynthesis [38]. Repetition of these bioassays using Arabidopsis double mutants could help ascertain whether this finding is attributed to functional redundancy. For the purposes of this study, however, we decided to generate Arabidopsis transgenic lines overexpressing these enzymes, to examine whether it was possible to heighten UV-B-mediated resistance to *P. xylostella,* and therefore determine a role for the lignin and sinapate pathway in regulating this response.

It was hypothesised that if COMT1 and ELI3-2 were involved in UV-B-mediated resistance of *B. napus* to *P. xylostella,* then overexpression of their encoding genes could potentially enhance this response and increase plant protection in a UV-B-dependent manner. As the time required to transform *B. napus* exceeded the time frame of this project, Arabidopsis (Col-0) transgenic lines overexpressing *B. napus* orthologues of *COMT1* and *ELI3-2* were generated to test this hypothesis*.* Bioassays with four *35S*pro:3xHA-COMT1 transgenic lines possessing up to a 16-fold increase in *COMT1* expression found that *P. xylostella* consumed significantly lower levels of tissue on + UV-B-treated *35S*pro:3xHA-COMT1 transgenic lines than + UV-B-treated Col-0 plants (Fig. 7). As this observation was absent from bioassays using -UV-B-treated *35S*pro:3xHA-COMT1 9.5 and Col-0 plants, it can be concluded that overexpression of *B. napus COMT1* in Arabidopsis can reduce plant susceptibility to *P. xylostella* in a UV-B-dependent manner. To further test the importance of the lignin and sinapate biosynthetic pathway in conferring UV-B-mediated resistance to *P. xylostella* we recommend follow-on research with transgenic lines overexpressing additional enzymes from this pathway—including *ELI3-2*—in both Arabidopsis and *B. napus.* In addition, quantitative analysis of the lignin and sinapate content in transgenic lines is required to better understand the mechanisms by which *COMT1* overexpression reduces plant susceptibility to *P. xylostella.* We would also suggest measuring different aspects of crop physiology and development, to identify potential growth penalties or end-user challenges (e.g. ease of combining) that may arise as a result of putative increases in lignin content in these transgenic lines. As our study was constrained to controlled growth environments, further research is required to validate the effects of *COMT1* overexpression in conferring enhanced levels of protection to commercially important crops under field conditions. Translating our proof-of-concept study into greenhouse and field trials may help identify genetic targets for incorporation into future crop breeding programmes, that could lead to the generation of new crop varieties capable of enhancing their resistance to invertebrate pests.

Overall, this study presents novel findings implicating a role for the sinapate and lignin biosynthetic pathway in conferring UV-B-mediated resistance of *B. napus* to *P. xylostella,* and demonstrates that overexpression of a component from this signalling pathway, *COMTI,* can reduce plant susceptibility to a prolific lepidopteran pest.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

Supplementary file4

Supplementary file5

## Data Availability

The RNA-Seq dataset generated and analysed in this study has been deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus (GEO) database (GEO Series accession number GSE239314, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE239314). The raw metabolomic data have been deposited in MetaboLights Data Repository under the study identifier code MTBLS8236. Other data generated in this study are included in this article and its supplementary information files.

# Supplementary material for: Overexpression of Brassica napus COMT1 in Arabidopsis heightens UV-B-mediated resistance to Plutella xylostella herbivory
**Source:** Photochem Photobiol Sci. 2023 Jul 28;22(10):2341–56. doi: 10.1007/s43630-023-00455-9
**Supplement:** Supplementary file 1 — Supplementary file1

**SI 6** The putative elemental formulas (EFs; [M-H]<sup>-</sup>) and fold change in peak intensity of compounds that accumulate in response to at least two treatments by  $\geq 1.5$ -fold with adjusted  $p$ -value  $\leq 0.05$  (highlighted in blue). EFs calculated by KEGG and manually. RT, retention time (seconds);  $m/z$ , molecular mass ([M-H]<sup>-</sup>); CN, compound number.

| CN | Proposed KEGG EF ([M-H] <sup>-</sup> )           | Putative EF ([M-H] <sup>-</sup> )                              | RT (s)  | Mass     | Fold Change in Peak Intensity               |                           |                        |
|----|--------------------------------------------------|----------------------------------------------------------------|---------|----------|---------------------------------------------|---------------------------|------------------------|
|    |                                                  |                                                                |         |          | 3 $\mu\text{mol m}^{-2} \text{s}^{-1}$ UV-B | <i>Plutella</i> Herbivory | 100 $\mu\text{M}$ MeJA |
| 1  | N/A                                              | N/A                                                            | 2407.95 | 104.9539 | 2.15                                        | 2.18                      | 2.18                   |
| 2  | N/A                                              | C <sub>14</sub> H <sub>29</sub> O <sub>7</sub> Cl              | 1024.01 | 343.1524 | 2.20                                        | 3.63                      | 1.10                   |
| 3  | N/A                                              | N/A                                                            | 164.75  | 158.9786 | 2.34                                        | 1.83                      | 1.31                   |
| 4  | C <sub>15</sub> H <sub>22</sub> O <sub>9</sub>   | C <sub>15</sub> H <sub>22</sub> O <sub>9</sub>                 | 953.61  | 345.1186 | 3.13                                        | 5.34                      | 1.57                   |
| 5  | N/A                                              | C <sub>14</sub> H <sub>14</sub> O <sub>9</sub>                 | 887.54  | 325.1500 | 3.25                                        | 5.39                      | 1.53                   |
| 6  | N/A                                              | N/A                                                            | 1812.90 | 436.1794 | 3.46                                        | 3.90                      | 0.74                   |
| 7  | C <sub>6</sub> H <sub>8</sub> O <sub>7</sub>     | N/A                                                            | 218.69  | 191.0197 | 3.49                                        | 2.68                      | 0.57                   |
| 8  | C <sub>6</sub> H <sub>8</sub> O <sub>7</sub>     | N/A                                                            | 143.72  | 191.0197 | 6.67                                        | 5.04                      | 0.50                   |
| 9  | N/A                                              | N/A                                                            | 145.98  | 171.9739 | 11.57                                       | 9.15                      | 0.45                   |
| 10 | C <sub>17</sub> H <sub>19</sub> O <sub>9</sub>   | C <sub>17</sub> H <sub>19</sub> O <sub>9</sub>                 | 981.45  | 367.1029 | 49.70                                       | 24.43                     | 1.14                   |
| 11 | C <sub>23</sub> H <sub>30</sub> ClO <sub>6</sub> | N/A                                                            | 1815.53 | 437.1731 | 3.21                                        | 1.82                      | 2.20                   |
| 12 | N/A                                              | N/A                                                            | 1137.34 | 393.0928 | 4.28                                        | 2.26                      | 1.40                   |
| 13 | C <sub>23</sub> H <sub>28</sub> NO <sub>12</sub> | N/A                                                            | 995.96  | 510.1608 | 8.97                                        | 2.70                      | 1.74                   |
| 14 | N/A                                              | C <sub>14</sub> H <sub>24</sub> O <sub>12</sub> S              | 1011.41 | 415.0908 | 10.90                                       | 2.89                      | 1.34                   |
| 15 | N/A                                              | N/A                                                            | 2046.91 | 328.7560 | 1.97                                        | 1.86                      | 0.88                   |
| 16 | N/A                                              | N/A                                                            | 869.11  | 367.1604 | 2.02                                        | 3.91                      | 0.96                   |
| 17 | N/A                                              | C <sub>18</sub> H <sub>34</sub> O <sub>8</sub> Cl              | 1723.78 | 413.1940 | 1.52                                        | 2.92                      | 1.02                   |
| 18 | N/A                                              | N/A                                                            | 1089.14 | 353.1812 | 1.85                                        | 5.03                      | 1.44                   |
| 19 | N/A                                              | N/A                                                            | 2102.88 | 483.2720 | 1.54                                        | 40.33                     | 29.00                  |
| 20 | N/A                                              | C <sub>18</sub> H <sub>21</sub> N <sub>4</sub> OS <sub>3</sub> | 820.46  | 403.0729 | 0.85                                        | 148.99                    | 8.89                   |
| 21 | C <sub>5</sub> H <sub>4</sub> O <sub>3</sub>     | N/A                                                            | 157.44  | 111.0089 | 4.54                                        | 0.27                      | 24.33                  |
| 22 | C <sub>10</sub> H <sub>9</sub> O <sub>5</sub>    | C <sub>10</sub> H <sub>9</sub> O <sub>5</sub>                  | 854.84  | 209.0454 | 3.25                                        | 1.78                      | 0.91                   |
| 23 | C <sub>17</sub> H <sub>21</sub> O <sub>10</sub>  | C <sub>17</sub> H <sub>21</sub> O <sub>10</sub>                | 850.66  | 385.1134 | 4.61                                        | 1.81                      | 1.78                   |

# Supplementary material for: Overexpression of Brassica napus COMT1 in Arabidopsis heightens UV-B-mediated resistance to Plutella xylostella herbivory
**Source:** Photochem Photobiol Sci. 2023 Jul 28;22(10):2341–56. doi: 10.1007/s43630-023-00455-9
**Supplement:** Supplementary file 2 — Supplementary file2

**SI 1** Primer Sequences used for qRT-PCR, genotyping and cloning in *B. napus* and Arabidopsis

| <b><i>B. napus</i> primers for qRT-PCR</b> |                                                                        |
|--------------------------------------------|------------------------------------------------------------------------|
| <b>Brassica Gene ID</b>                    | <b>Primer Sequence</b>                                                 |
| <i>COMT1</i> (Bra029041)                   | For – 5' TCTCAGTCTTACTCCATCC 3'<br>Rev – 5' ACCAGCTTTCCATGAGAACC 3'    |
| <i>EF1a</i> (Bra010178)                    | For – 5' ATACCAGGCTTGAGCATACCG 3'<br>Rev – 5' GCCAAAGAGGCCATCAGACAA 3' |
| <i>ELI3-2</i> (Bol032749)                  | For – 5' TTCCCCGATGAAGTATCACG 3'<br>Rev – 5' CCATAGTACCCATTGCATCC 3'   |
| <i>VTC-2</i> (Bol006503)                   | For – 5' CTTGATGCCACAGTGTACG 3'<br>Rev – 5' CTTTCCTCTGACAGAGAAGC 3'    |

| <b>Arabidopsis primers for qRT-PCR</b> |                                                                             |
|----------------------------------------|-----------------------------------------------------------------------------|
| <b>Arabidopsis Gene ID</b>             | <b>Primer Sequence</b>                                                      |
| <i>COMT1</i> (AT5G54160)               | For - 5' GATGGTGTTCATTGCTGC 3'<br>Rev - 5' AACGCGCTCATTCCATAAGC 3'          |
| <i>EF1a</i> (AT5G60390)                | For - 5' TGAGCACGCTCTTCTTGCTTTCA 3'<br>Rev - 5' GGTGGTGGCATCCATCTTGTTACA 3' |
| <i>ELI3-2</i> (AT4G37990)              | For - 5' AGTCGGAGTTGGGTGTTTGG 3'<br>Rev - 5' ACCATGTGGTCGGAGTAACC 3'        |
| <i>VTC-2</i> (AT4G26850)               | For – 5' GGACTTGCCCTAAAGAACGA 3'<br>Rev – 5' GTGTTCTCGGTCCCATATCC 3'        |

| <b>Primers for Genotyping Arabidopsis TDNA NASC Lines</b> |                       |                                                                                |
|-----------------------------------------------------------|-----------------------|--------------------------------------------------------------------------------|
| <b>Arabidopsis Gene ID</b>                                | <b>NASC ID</b>        | <b>Primer Sequence</b>                                                         |
| <i>COMT1</i> (AT5G54160)                                  | SALK_135290c          | For – 5' TTGAAACTAGCTTGGTCGGTG 3'<br>Rev – 5' AATTCTTGATGGTGGGATTCC 3'         |
| <i>ELI3-2</i> (AT4G37990)                                 | SALK_206866c          | For – 5' ATGGGAAAGGTTCTTCAGAAAGAGG 3'<br>Rev – 5' TAGGATTAGGCTTCAATGTGTTGGC 3' |
| <i>VTC2</i> (AT4G26850)                                   | SALK_146824c          | For – 5' GTGTTCTTGACTGCTTGCCTC 3'<br>Rev – 5' CCAAGAAGCTTCAAATGCAAC 3'         |
|                                                           | LBb1.3 (T-DNA INSERT) | 5' ATTTTGCCGATTTCGGAAC 3'                                                      |

| <b><i>B. napus</i> and plasmid primers for cloning</b>               |                                                                                                                                            |
|----------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------|
| <i>COMT1</i> pGWB15 (Italic region indicates gene-specific sequence) | For - 5' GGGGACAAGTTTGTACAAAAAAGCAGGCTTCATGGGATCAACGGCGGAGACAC 3'<br>Rev – 5' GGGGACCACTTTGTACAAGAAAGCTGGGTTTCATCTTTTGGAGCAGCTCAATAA CG 3' |

# Supplementary material for: Overexpression of Brassica napus COMT1 in Arabidopsis heightens UV-B-mediated resistance to Plutella xylostella herbivory
**Source:** Photochem Photobiol Sci. 2023 Jul 28;22(10):2341–56. doi: 10.1007/s43630-023-00455-9
**Supplement:** Supplementary file 3 — Supplementary file3

**a**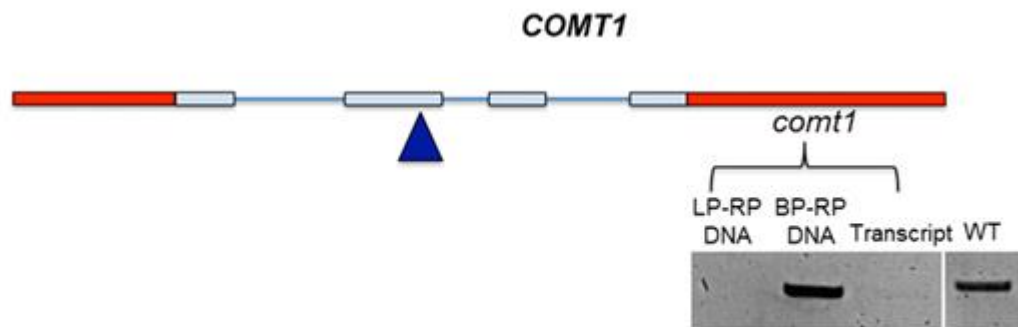**b**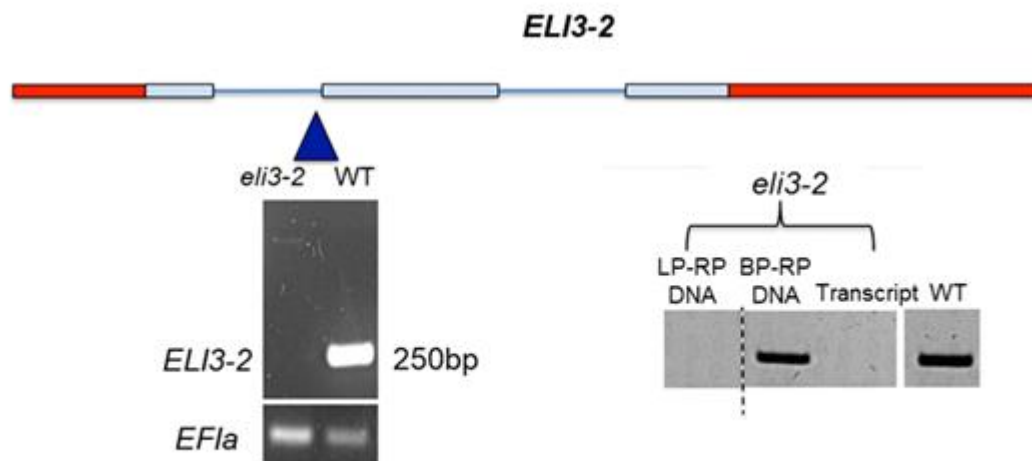

**SI 2** The location of T-DNA inserts and genotyping results for **a** *COMT1* and **b** *ELI3-2* SALK T-DNA-insertion mutants. Thick red bars represent untranslated regions on each gene, while the thick light blue bars indicate exons; thin blue lines represent introns and the dark blue triangles point to the approximate position of the T-DNA insert in each gene. For genotyping, the first lane of each gel reveals the PCR outcome when LP-RP primers flanking either side of the T-DNA insert were used on the mutants; the second lane reveals the PCR outcome when a Left Border T-DNA-specific primer and a gene-specific primer are used, with the presence of a band indicating the presence of a T-DNA insert. The third and fourth lanes show the results of RT-PCR in mutant and WT lines, respectively, using gene-specific primers designed to amplify the full-length coding sequence of each gene. An additional gel in **b** underneath the proposed position of the T-DNA insert on the second exon of *ELI3-2* shows how primers designed to amplify a ~250 bp fragment on exon 2 successfully produce a PCR product in WT plants but not in the *eli3-2* mutant. LP, Left Primer; RP, Right Primer; BP; T-DNA insert Border Primer.

# Supplementary material for: Overexpression of Brassica napus COMT1 in Arabidopsis heightens UV-B-mediated resistance to Plutella xylostella herbivory
**Source:** Photochem Photobiol Sci. 2023 Jul 28;22(10):2341–56. doi: 10.1007/s43630-023-00455-9

**SI 3** Schematic overview of the experimental design for UV-B, MeJA and *P. xylostella* treatment of *B. napus* for gene expression analysis, comparative transcriptomic and metabolomic assessment. The harvested time points used for molecular analysis are indicated.

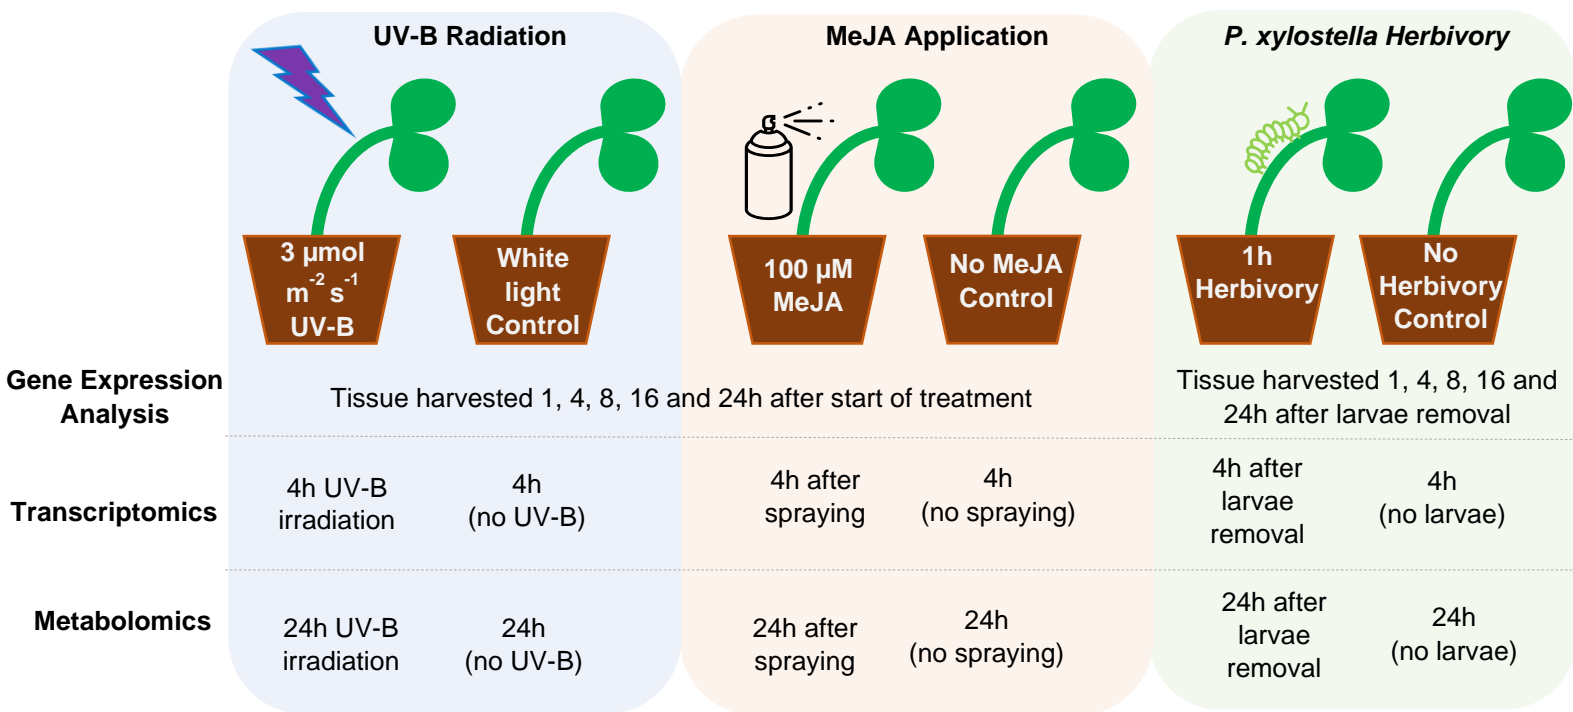

**Supplement:** Supplementary file 4 — Supplementary file4

# Supplementary material for: Overexpression of Brassica napus COMT1 in Arabidopsis heightens UV-B-mediated resistance to Plutella xylostella herbivory
**Source:** Photochem Photobiol Sci. 2023 Jul 28;22(10):2341–56. doi: 10.1007/s43630-023-00455-9
**Supplement:** Supplementary file 5 — Supplementary file5

**SI 5: 1,597 compounds identified by LC-MS which were assigned putative annotations and chemical**

The file can be accessed from the following link:

[https://docs.google.com/spreadsheets/d/1NgOtv6Oz676TxQ5dMMw57qVmNbDHT1Xx/edit?usp=sharing&ouid=108529845526867417598&rtpof=true&sd=true](https://docs.google.com/spreadsheets/d/1NgOtv6Oz676TxQ5dMMw57qVmNbDHT1Xx/edit?usp=sharing&ouid=108529845526867417598&rtpof=true&sd=true" \t "_blank)

How the deposited data were processed for this re-analysis (not part of the article)

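The data are RNA-seq libraries of B. napus leaves, 12 labelled libraries in 6 groups of 2 with the replicate numbers 41 and 42: white light, UV-B, P. xylostella herbivory, MeJA, distilled water, and ethanol with UN65. The authors aligned the reads with TopHat and made the deposited FPKM values with Cufflinks. The matrix of single libraries is named as counts but holds FPKM: the mean of the 2 UV-B columns equals the UV-B group value of the authors' table at all 101040 loci within a relative tolerance of 0.0001. The authors also deposited 4 comparison tables with FPKM group values, log2 fold changes, p-values and q-values made by Cuffdiff. Log2 fold changes of the MeJA tables, deposited as control over MeJA, were turned to MeJA over control. The tables were scaled separately: white light values in the herbivory table are 1.13 times those in the UV-B table over 19844 loci. Their white light group holds 3 libraries, of which 2 are labelled, and 22 columns of single libraries that match no label were not used. Loci carry the names, positions and Arabidopsis matches that the tables give, on the B. napus genome the paper cites. The tables name no build.

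A count model had been planned and could not be used on FPKM. In its place each library was divided by the median ratio of its values to the mean over libraries, 1 was added, and log2 was taken. The 49700 loci with at least 1 FPKM in at least 2 libraries were fitted with limma 3.58.1 in R 4.3.3, with a mean per group over all 12 libraries, a trend in the prior variance and no block. Loci were called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in size. These settings were fixed after the unit was known and after exploratory counts of calls under several scalings and with the replicate block had been seen. One locus, which Cuffdiff marks as having too much data and lists at 0 under herbivory, was left out after it had been seen at the top of the herbivory list, where it made 1 of 12 calls.

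The groups compared were UV-B with white light, herbivory with white light, MeJA with water, and ethanol and UN65 with water. Lists of genes were written from general knowledge, 8 in all, and tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 24 tests. Of the Arabidopsis genes in the lists, 16 of 20 were tested for glucosinolate biosynthesis, the lowest share, 29 of 33 for the cell wall, and all 7 for ascorbate biosynthesis and all 11 for the UV-B response. Named loci are those of every gene the paper names, the 3 largest rises and 3 largest falls of each treatment among called loci with a mean log2 value of at least 3 whose treated libraries lie on one side of both controls, and the locus with the smallest p of each list. Loci outside this rule are said to be so where they appear. Of the genes the paper names, EF1a had 18 loci tested, JAR1 6, UVR8 5, F5H1 5, VTC2 6 and CCoAOMT1 4. Of these, 1 CCoAOMT1 locus was called, under UV-B, in limma.

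The paper's thresholds were applied to the authors' group values. Overlap between comparisons that share the white light libraries was set beside 100 simulated data sets with unchanged groups. Stretches of chromosome that are low in single libraries were found as windows of 51 loci, moved by 10, with a median of -1 or less relative to the median library. This window was chosen after windows of 50 had been looked at. The number of reads per library is unknown. In 10 libraries low FPKM values rise in steps of whole reads, which gave relative depths, and the limits for finding the steps were chosen after several limits and one discarded method. Steps could not be found in UV-B replicate 41 and ethanol and UN65 replicate 41.

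The calling step was tested on simulated data of normal spread, with 200 changed loci among 49700. The changes were well above the minimum fold change for a call and at loci without low means, so recovery near the minimum is not known. The calling step recovered 57.0% of the changed loci for UV-B, 62.0% for herbivory, 67.5% for MeJA and 70.0% for ethanol and UN65, with false calls between 2.56% and 8.78%. Replicate numbers did not pair the libraries: the correlation of deviations exceeded 0.1 in 4 of 15 pairs of groups and ranged from -0.375 to 0.412. Alternatives were no filter, the compared groups alone, each library left out, the replicate block, no minimum fold change, other controls, fry, an estimated correlation, and 1 locus per homologue. Added after the data were seen were the values as deposited, columns of equal totals, pseudocounts of 0.1 and 0.5, a filter in 4 libraries, and the loci outside the low stretches, the means of the labelled libraries under the paper's thresholds, and other controls for the lists, the COMT1 loci and the named loci other than ELI3-2. EV141577 was not analysed here, and the ELI3-2 loci were used in its place. The annotation clusters of SI 4 were not analysed here.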

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

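Every test in this part was chosen after its result had been seen. The patterns below concern groups, loci and chromosome regions that the paper does not report on.

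Water and white light libraries differed at 620 loci called in limma, 269 higher and 351 lower in water, although both serve as controls. Low chromosome stretches hold 134 of them, which leaves 486 outside, so the stretches do not explain most of the calls. The white light plants were kept at 70 µmol and the water plants at 20 µmol. Herbivory plants, also at 20 µmol, moved in the direction of water by a median of only 0.59 at the 486 loci, against 2.12 for water, and the shared white light libraries bias that value upward. This argues against the fluence rate as the whole cause. MeJA plants differed from white light at 905 loci. Spraying and the propagator that covered sprayed plants cannot be told apart, since the sprayed and unsprayed groups differ in both together. MeJA against water and herbivory against white light are thus measured from 2 different baselines.

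Long runs of neighbouring loci were low together in some libraries. On chromosome A03, from 1864086 to 5735476 (501 loci), the median was -1.63 in ethanol and UN65 replicate 41 and -1.47 in UV-B replicate 41, relative to the median library. The other UV-B library was higher by 1.52, which argues against a response to UV-B. In both low libraries the homologues on C03 lay above the stretch, the smaller difference being 2.10, which argues against depth or scaling, since a factor for the whole library lowers both alike. The rest of A03 had a median of -0.0159 in UV-B replicate 41, which argues against reads shared between homoeologous copies. Homologues on C03 were higher by 0.62 in that library, as an exchange between homoeologous chromosomes in the plants sampled may give. No DNA was analysed here.

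On chromosome A09, from 1306 to 3841942 (441 loci), the median was -1.99 in water replicate 41, -1.74 in water replicate 42 and -1.74 in MeJA replicate 41. MeJA replicate 42, with -0.30, was higher by 1.44 than its partner, and the water libraries, which received no MeJA, were low too, which argues against a response to MeJA. All the low libraries were sprayed, but both ethanol and UN65 libraries, also sprayed, were not low, with 0.17 and 0.21. C09 homologues were higher by 0.39 in water replicate 41, consistent with an exchange. On chromosome C04, from 320 to 1923145 (131 loci), 5 libraries were low, the lowest with a median of -1.32 in water replicate 42. These are 5 of the 6 sprayed libraries, and the 6 unsprayed libraries had 0.22 to 0.65. Ethanol and UN65 replicate 41, also sprayed, was not low and was higher than its partner by 1.58. A05 homologues were higher by 0.28 in water replicate 42, as an exchange may give. A response to spraying and a difference between the plants sampled cannot be told apart here, since the low libraries are all sprayed ones and a single sprayed library stands against it.

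Chromosome C01, from 1265 to 24167099 (1361 loci), had a median of -1.74 in herbivory replicate 41. Its partner, herbivory replicate 42, was higher by 1.29 but was also low, with a median of -0.45 and 80.0% of the loci below the median library, and UV-B replicate 42 had -0.40. A response to herbivory of unequal strength cannot be told apart from a cause in the plants of these libraries, with 2 herbivory libraries that are both low. Whether a library holds a single plant or a pool is not known. Homologues on A01 had a median of -0.0038 in the same library, which argues against an exchange, and the loss of part of the chromosome without replacement was not tested. BnaC01g19060D (VTC2) and BnaC01g07810D, the loci with the smallest p of the ascorbate and glucosinolate lists under herbivory, lie in this stretch, with log2 fold changes of -4.24 and -3.84. Their changes were -2.18 and -1.25 without herbivory replicate 41, and -6.29 and -6.43 without herbivory replicate 42.

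At the end of chromosome C01, from 38684267 to 38823827, 14 loci had a median of -1.96 in white light replicate 41 and -1.95 in white light replicate 42. The 11 of them that were not called higher under both UV-B and herbivory had -1.71 and -1.61. This stretch is shorter than the windows and its bounds were set after the values were seen. It holds 3 of the 6 loci called higher under both treatments. A response to the light of the white light plants would leave the authors' white light group value at 0 too, but among the loci at 0 in both labelled libraries the lowest group value was 2.05 FPKM. Homologues on A01 were higher by 0.59 in white light replicate 42. Copies missing or replaced in the plants of the 2 labelled white light libraries may therefore account for the shared calls in this stretch. Whether a library holds a single plant or a pool is not known, and in a pool values of 0 would need the change in each plant. For the 3 shared calls on unplaced sequence, missing or replaced copies were not tested.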

How the results depend on the processing

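The alternatives for scaling, pseudocount, the filter in 4 libraries, the loci outside the low stretches, and the combination of any treatment were chosen after the data were seen, and so were the means of the labelled libraries, the ELI3-2 loci, and other controls for COMT1, the lists and the other named loci. The rest were set before the data were examined. The planned count-based test, normalization and CPM filter were not run because the values are FPKM, with columns of equal totals and an FPKM filter standing in, and the results for EV141577 were not run because the tables do not name it. Where a replicate is left out, the lone library of its group is assumed to vary like the other groups. Unless stated, the cause of a change was not tested.

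UV-B calls numbered 1749. They were 888 as deposited, of which 886 were among the 1749, 947 with columns of equal totals, 1137 with no filter, and 0 in limma with only the 2 groups compared, where 6649 loci had an unadjusted p under 0.05 and fewer libraries estimate the spread. Leaving out single libraries gave 68 to 2181, with 229 without white light replicate 41, 68 without white light replicate 42 and 657 without UV-B replicate 42.

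Herbivory calls numbered 11. They were 7 with columns of equal totals, 0 in limma with only the 2 groups compared, where 3920 loci had an unadjusted p under 0.05, and 592 against water, of which 1 was among the 11. Omitting 1 library at a time gave 0 to 563, with 1 without white light replicate 41, 0 without white light replicate 42 and 563 without herbivory replicate 42. The share of calls that were higher was 72.7%, and with the other settings it ran from 60.8% against water to 100% with at least 1 FPKM in 4 libraries, with 88.9% as deposited and 85.7% with equal totals. As deposited, the median change of all loci was 0.13 under herbivory and -0.06 under UV-B. The log2 ratio of white light values between the authors' herbivory and UV-B tables, 0.17, is consistent with their separate scaling as the source.

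MeJA calls numbered 235. They were 59 with no filter, 0 in limma with only the 2 groups compared, where 3686 loci had an unadjusted p under 0.05, and 2 against ethanol and UN65. Dropping single libraries gave 1 to 131: 131 without MeJA replicate 41, 32 without MeJA replicate 42, 1 without water replicate 41 and 31 without water replicate 42.

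Calls between ethanol and UN65 and water numbered 2. They were 5 with columns of equal totals, 1 with a pseudocount of 0.1, 1 with 0.5, 9 with no filter, 0 in limma with at least 1 FPKM in 4 libraries, where 1378 loci had an unadjusted p under 0.05, 69 with only the 2 groups compared and 1 without the low stretches. Fits that lacked 1 library gave 1 to 25: 1 without water replicate 41, 11 without water replicate 42, 1 without ethanol and UN65 replicate 41 and 25 without ethanol and UN65 replicate 42. The higher share was 50.0%. It was 80.0% with equal totals, 95.7% with only the 2 groups compared (66 higher and 3 lower), 55.6% with no filter, and 0% for the single call with either pseudocount or without the low stretches.

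Loci higher under both UV-B and herbivory numbered 6. They were 13 with a pseudocount of 0.1, 2 with no filter, 0 in limma with only the 2 groups compared, 3 with herbivory against water, and 0 for either way of dividing the white light libraries between the comparisons. That division says nothing about the overlap, since herbivory has 0 or 1 calls with a single white light library. Omission of each library in turn gave 0 to 13: 1 without white light replicate 41, 0 without white light replicate 42, 2 without herbivory replicate 41 and 13 without herbivory replicate 42.

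The replicate numbers do not pair the libraries, with correlations of deviations from -0.375 to 0.412. With the replicate block there were 4 herbivory calls, 124 MeJA calls and 2 loci higher under both, and 1319 UV-B calls. The block changed no other count by over 1.5 times and reversed no list or locus, and with it SEN1, BnaCnng05480D under herbivory, CYT1 (BnaC04g46620D) and the 3 largest MeJA rises were no longer called in limma.

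The count past the paper's thresholds, 2249, was 3712 with a minimum of 1, 1044 with at least 3 in both groups, 1429 in the same direction only, 168 with the authors' significance mark and 12228 for any of the 3 treatments. Each of these changes the rule itself. Leaving out single libraries, on the means of the labelled libraries whose count with all of them is 3252, gave 3335 to 4313. These lie above 2249 partly because they use library means, and 4313 is the count without white light replicate 41.

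ELI3-2 loci were not called under any alternative. Against water, herbivory reversed all 3, to 2.46 for BnaA08g15930D, 3.00 for BnaC03g61120D and 1.45 for BnaC03g61130D. Leaving out single libraries gave BnaA08g15930D -1.06 to 1.82 under UV-B and -2.20 to 0.17 under herbivory, and BnaC03g61120D -0.38 to 1.60 under UV-B. After MeJA the 3 loci kept their direction under every alternative.

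COMT1 loci were called under none of 21 alternatives. BnaA03g11990D under UV-B, 0.05, was -0.0459 as deposited and -0.0670 with equal totals, and -1.36 to 1.45 with single libraries left out. BnaA10g07270D under MeJA, 0.06, was -0.0319 with equal totals, and BnaC09g30560D under MeJA, -0.42, was 0.10 against ethanol and UN65. Against water, the herbivory values of BnaA03g11990D, BnaA10g07270D, BnaC03g14720D and BnaC09g30560D were 0.90, 0.22, 0.51 and 0.21. Omitting 1 library at a time gave BnaA10g07270D -0.87 to 0.46 under UV-B and -1.15 to 1.27 under MeJA, and BnaC09g30560D -1.15 to 0.49 under UV-B and -1.55 to 0.72 under MeJA. FAH1 (BnaC07g46040D) was 0.62 higher under herbivory against water.

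Of the 24 list tests, 17 passed with camera, 4 with fry and 0 with an estimated correlation, the smallest adjusted p being 0.0799. Dropping single libraries gave 14 to 20. The sinapate and lignin list under herbivory reversed from -0.34 to 0.62 against water. It was past the threshold in each with camera but in neither with fry (fry adjusted p = 0.485 and 0.340). The glucosinolate list under herbivory, not past the threshold, passed it at -0.54 without white light replicate 42, and in its first direction at 0.68 without white light replicate 41 and 1.47 against water. Every other reversed value is in a test not past the threshold. Lists under herbivory that passed it in their first direction with a library left out were cell wall (0.0962 without white light replicate 41, 0.21 without herbivory replicate 41), jasmonate biosynthesis (0.56 without the one and 0.56 without the other), ascorbate (-0.47 without white light replicate 42, -0.20 without herbivory replicate 41) and flavonoid (0.34 without white light replicate 41, 0.43 without herbivory replicate 42). For the cell wall list that direction is the test's, higher, against a median of -0.05. Against water the herbivory medians were 0.14 for ascorbate and 0.0707 for the UV-B response. With 1 locus per homologue, the medians were -0.0367 for flavonoid and -0.20 for cell wall under herbivory and -0.0336 for cell wall under MeJA. The flavonoid median was 0.35 under herbivory with equal totals, where the test's direction turned, the cell wall median was -0.17 for MeJA against ethanol and UN65, and the direction of the ascorbate list, median -0.11, turned under fry. Fits that lacked 1 library gave jasmonate response -0.86 to 0 and ascorbate -0.41 to 0.31 under UV-B. Under herbivory it gave flavonoid -0.35 to 0.43, jasmonate biosynthesis -0.19 to 0.56, glucosinolate -0.54 to 0.68, ascorbate -0.47 to 0.12 and cell wall -0.24 to 0.21. Under MeJA it gave flavonoid -0.0401 to 0.83, cell wall -0.15 to 0.25 and UV-B response -0.12 to 0.79. Other list medians also moved by over 1.5 times. Under UV-B, from without white light replicate 42 to without white light replicate 41, glucosinolate was -1.63 to -0.46, jasmonate biosynthesis -1.10 to -0.35 and cell wall -0.71 to -0.25, and sinapate and lignin was 0.37 without UV-B replicate 42 and 1.59 without UV-B replicate 41. Under herbivory, without white light replicates 42 and 41 in that order, sinapate and lignin was -0.68 and -0.17 and UV-B response -1.51 and -0.30, both no longer past the threshold without replicate 41, and jasmonate response was 0.87 without white light replicate 42. Under MeJA, sinapate and lignin was 0.43 without water replicate 42 and 1.08 without water replicate 41, jasmonate biosynthesis 0.42 without MeJA replicate 41, and ascorbate 0.50 without MeJA replicate 41 and -0.11, not past the threshold, without MeJA replicate 42.

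The number of reads per library is not known, so no floor can be given for a value of 0. Relative depths range from 54.2% in white light replicate 41 to 100% in herbivory replicate 42.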

Differences from the paper's values

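The combination of any of the 3 treatments was chosen after the values were seen. The other alternatives for the counts were set before the data were examined, and the ELI3-2 loci were taken in place of EV141577 after the tables were seen.

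The paper's number of transcripts past its thresholds under UV-B and herbivory and/or MeJA is 13182, and the authors' tables give 2249 here. All 15 alternatives set before the data were examined still differ by more than 1.5 times. Counting loci past the thresholds in any of the 3 treatments gives 12228, within 1.5 times of the paper's number, and this combination was chosen after the values were seen. How many of the paper's own transcripts it drops is not known, since the list was not analysed here.

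The paper gives EV141577 log2 fold changes from 2.01 to 2.53 over the 3 treatments. Which locus corresponds to it is not known. The lowest of the 3 treatments is -1.02 for BnaA08g15930D, -1.48 for BnaC03g61120D and -0.60 for BnaC03g61130D, each under herbivory against white light, where the paper's lowest is 2.01. These differ under all 15 alternatives set before the data were examined, counted for each locus. Many of the 15 leave the lowest and highest values unchanged, because they do not alter the group means that set them. The highest is 1.18 for BnaC03g61130D against the paper's 2.53, and it differs under all 15. The highest of the other loci, 2.94 for BnaA08g15930D and 2.48 for BnaC03g61120D after MeJA, lie within the error of the paper's 2.53. They no longer do against ethanol and UN65, at 1.34 and 0.65, and BnaC03g61120D does not at 1.08 without MeJA replicate 41 or 3.89 without MeJA replicate 42. The other alternatives set before the data were examined stay within it.

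The paper describes ELI3-2 as changed by UV-B and herbivory. Neither treatment calls any of the 3 loci here, under any setting. Herbivory is compared here with white light, as in the authors' own herbivory comparison, or with water. The control without larvae that the paper describes is not labelled. Of the loci, 2 are higher under UV-B, by 0.38 and 0.61, and 1 is lower, by a log2 fold change of -0.54, and against water all 3 are higher under herbivory, by 2.46, 3.00 and 1.45. In the authors' tables the log2 fold changes are 1.08, 1.43 and -0.26 under UV-B and -0.93, -0.97 and -0.50 under herbivory, none marked significant. After MeJA all 3 are higher here, and the authors' table of MeJA against water marks BnaA08g15930D and BnaC03g61120D significant, whereas their table of MeJA against ethanol and UN65 marks neither, with q of 0.544 and 0.232.

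The paper states that COMT1 was not significantly regulated by any treatment. No COMT1 locus is called here, but the authors' own tables mark BnaA03g11990D significant for MeJA against water, with the authors' q of 0.0987, and against ethanol and UN65, with a q of 0.0273.

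The paper describes genes of the cell wall, glucosinolates, jasmonate and ascorbate as raised under UV-B and herbivory. Under UV-B the medians of the lists written for these are -0.45, -1.02, -0.78 and -0.11. Without white light replicate 41 these medians are -0.25, -0.46, -0.35 and 0.31, and without white light replicate 42 they are -0.71, -1.63, -1.10 and -0.41. The paper describes a herbivory control kept without larvae, which is not labelled here, and the authors' own herbivory comparison uses white light. Under herbivory against white light, whose plants had another fluence rate, the medians are -0.05, 0.07, 0.27 and -0.15, none past the threshold with all libraries. With a library left out some pass it. Cell wall (0.0962 and 0.21) and jasmonate biosynthesis (0.56 and 0.56) are higher without white light replicate 41 or herbivory replicate 41, and glucosinolate is higher, at 0.68, without white light replicate 41. Glucosinolate (-0.54) and ascorbate (-0.47) are lower without white light replicate 42, and ascorbate (-0.20) without herbivory replicate 41. Against water, a control for the lists chosen after the values were seen, herbivory raises the cell wall list by a median of 0.48, glucosinolate by 1.47 and jasmonate biosynthesis by 2.08, each past the threshold with camera and fry, and ascorbate by 0.14, not past it. Jasmonate response genes are lower under UV-B, with a median of -0.42, or 0 without white light replicate 41, and higher under herbivory, with a median of 1.35, or 0.87 without white light replicate 42. The lists are not those of the paper's annotation clusters.

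The paper describes the transcripts and compounds it found as mainly tied to the sinapate and lignin branch. The compounds were measured at a later time than the RNA and were not analysed here. Under UV-B the list written for that branch has a median of 0.90 with 16 loci called, and the flavonoid list 2.85 with 23 called. The sinapate and lignin median is 0.37 without UV-B replicate 42 and 1.59 without UV-B replicate 41. Under herbivory against white light the medians are -0.34 and 0.06, with 0 called in limma in either. White light is the control in the authors' own herbivory comparison, whereas the paper describes a control without larvae. Against water the medians under herbivory are 0.62 and 0.41.

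The paper states that no transcriptomic differences were seen between water and the ethanol and UN65 solution. Here 2 loci are called, and 69 with the 2 controls fitted without the other groups, 66 of them higher with ethanol and UN65. A stretch of chromosome A09 is low in both water libraries and in neither ethanol and UN65 library. How many of the 69 loci lie in it was not counted.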

Other observations

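The tests on the MeJA lists, the correlation and the A03 COMT1 locus were chosen after their results were seen, and the test on shared rises was set before.

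The changes under UV-B and herbivory correlate across loci with r = 0.158. Unchanged groups simulated against the same white light libraries gave a mean r of 0.500, with a lowest of 0.487. The observed value is below that range, so it is no evidence of a shared response, and it is also not what the shared libraries alone give in the simulation. What lowers it cannot be told apart, since the simulation takes a normal spread without other differences between the groups. Dividing the white light libraries between the comparisons gave -0.0495 and -0.131. Loci are not independent replicates.

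Under the paper's thresholds on the labelled libraries, 513 loci were higher under both UV-B and herbivory, and unchanged groups gave a mean of 425 and at most 505. The simulation takes a normal spread, so whether the excess is real cannot be told apart from its limits. With herbivory against water, 647 were higher in both and unchanged groups gave 164, a comparison that includes the difference between water and white light.

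The hypothesis that MeJA lists are high only because the water libraries are low was tested against the other sprayed control, ethanol and UN65. The jasmonate response list was higher after MeJA by a median of 1.68 and the glucosinolate list by 1.75, past the threshold with camera and fry (fry adjusted p of 0.0465 and 0.0184), which argues against it for these 2 lists. Against white light they were higher by 1.61 and 1.02. The sinapate and lignin list was higher than with ethanol and UN65 by 0.57 and the jasmonate biosynthesis list by 0.35, past the threshold with camera (adjusted p of 4.53e-09 and 5.16e-06) but not with fry (0.309 and 0.260), and against white light they had -0.20 and -0.27. For these 2 lists a rise by MeJA and a low level in water cannot be told apart, since there are 2 libraries per group, the 2 tests disagree, and the white light plants also differ in spraying, cover and fluence rate. Of the other lists past the threshold under MeJA, flavonoid had 0.29, ascorbate 0.25 and UV-B response 0.52 against ethanol and UN65, and 0.0184, -0.15 and -0.45 against white light.

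At the COMT1 locus BnaA03g11990D, UV-B replicate 42 was higher than replicate 41 by 2.81 on the log2 scale. The A03 stretch that holds the locus is low in replicate 41, but the 2 white light libraries, in which the stretch is not low, stand at 120 and 38.0 FPKM. The stretch and other variation between libraries cannot be told apart at this locus.

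The herbivory libraries lie above white light by a median of 0.13 as deposited, and the white light values differ by 0.17 (log2) between the authors' tables.

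Low values of UV-B replicate 41 and ethanol and UN65 replicate 41 do not rise in the whole-read steps found in the other 10 libraries. The largest share of value ratios in a bin is 0.669% and 0.838% in these libraries and at least 18.5% in the others. No explanation was tested.

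The jasmonate response list was higher with ethanol and UN65 than with water by a median of 0.97 in 44 of 46 loci, with a camera adjusted p of 2.15e-17, a fry adjusted p of 0.452 and 0 loci called in limma.

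In the MeJA comparison, UVR8 loci BnaC03g50490D and BnaA06g22980D had log2 fold changes of 2.17 and 2.14, with limma adjusted p of 0.0667 and 0.118 over all loci, and 0.00227 as the smallest over the 5 UVR8 loci alone. The other 3 UVR8 loci had 0.79, -0.53 and -0.56.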
